# Transcriptome analysis of the mobile genome ICE*clc *in *Pseudomonas knackmussii *B13

**DOI:** 10.1186/1471-2180-10-153

**Published:** 2010-05-26

**Authors:** Muriel Gaillard, Nicolas Pradervand, Marco Minoia, Vladimir Sentchilo, David R Johnson, Jan Roelof van der Meer

## Abstract

**Background:**

Integrative and conjugative elements (ICE) form a diverse group of DNA elements that are integrated in the chromosome of the bacterial host, but can occasionally excise and horizontally transfer to a new host cell. ICE come in different families, typically with a conserved core for functions controlling the element's behavior and a variable region providing auxiliary functions to the host. The ICE*clc *element of *Pseudomonas knackmussii *strain B13 is representative for a large family of chromosomal islands detected by genome sequencing approaches. It provides the host with the capacity to degrade chloroaromatics and 2-aminophenol.

**Results:**

Here we study the transcriptional organization of the ICE*clc *core region. By northern hybridizations, reverse-transcriptase polymerase chain reaction (RT-PCR) and Rapid Amplification of cDNA Ends (5'-RACE) fifteen transcripts were mapped in the core region. The occurrence and location of those transcripts were further confirmed by hybridizing labeled cDNA to a semi-tiling micro-array probing both strands of the ICE*clc *core region. Dot blot and semi-tiling array hybridizations demonstrated most of the core transcripts to be upregulated during stationary phase on 3-chlorobenzoate, but not on succinate or glucose.

**Conclusions:**

The transcription analysis of the ICE*clc *core region provides detailed insights in the mode of regulatory organization and will help to further understand the complex mode of behavior of this class of mobile elements. We conclude that ICE*clc *core transcription is concerted at a global level, more reminiscent of a phage program than of plasmid conjugation.

## Background

The acquisition of horizontally transferred genes plays an important role in prokaryotic evolution [1]. The colonization of new ecological niches is often enabled by the acquisition of foreign genes, which can be transmitted by a large variety of mobile genetic elements (MGE) present in individual members of the microbial community. In terms of evolutionary success, it is thus interesting to understand how different mobile DNA elements control their mobility and may adapt to their bacterial host [2].

Various classes of MGE are known, the most well-studied of which are plasmids and bacteriophages [3,4]. Plasmids, apart from certain exceptions such as the F-episome in *Escherichia coli*, generally occur as extrachromosomal DNA in the bacterial cell. An important aspect of their life-style, therefore, is to ensure replication, stability and maintenance in the host cell [5], and a variety of control mechanisms have evolved hereto [6]. Conjugative plasmids encode and orchestrate specific machineries to produce the transfer system dedicated to their own distribution (e.g., type IV secretion system) [7]. By contrast, temperate bacteriophages insert into the host's chromosome, where they can remain silent and are co-replicated with the host's DNA for many generations, or are eventually genetically defunctionalized. Feedback regulatory systems silence phage behaviour in the temperate form, but can very rapidly induce the lytic phase (e.g., upon SOS response), upon which thousands of phage particles are produced to commence a new infection cycle [8,9].

More recently, a large new class of DNA elements has been recognized that contributes importantly to bacterial genome evolution via horizontal gene transfer. Most of these have been detected by comparative genome sequencing and have in general been named 'genomic islands' (GEI) to portray their foreign character within the host genome [10]. Often, according to the functions encoded by the GEI, they were classified as pathogenicity, symbiosis, metabolic, secretion or resistance islands [11,12]. Recently we and others proposed that GEI should be considered an overarching group of elements comprising both phage-like, Integrative and Conjugative Elements (ICE), as well as conjugative transposons [10]. Although GEI are assumed to have been acquired via horizontal gene transfer, for most of them self-transfer has not been tested under experimental conditions. In some cases only GEI excision from its chromosomal location has been observed, which is presumed to be the first step in horizontal transfer [13]. A self-transferable GEI (e.g., ICE, conjugative transposons and other types) can move its excised DNA to a new host, where it can reintegrate with the help of an integrase enzyme at one or more specific insertion sites. GEI transfer can be mediated by conjugation or transduction, either by the element itself or via mobilization by another MGE. For some GEI the conjugation machinery closely resembles that of known plasmid-types, such as that of the SXT element of *Vibrio cholerae *[14] or the ICE*MlSymR7A *element of *Mesorhizobium loti *[15]. For others it is very distantly related to known plasmid conjugative systems, like for ICE*Hin1056 *of *Haemophilus influenzae*, suggesting them to be evolutionary ancient elements [16]. The findings that many GEI resemble phages by their integrase, but plasmids by their conjugative system [10], suggests they are evolutionary hybrids, which may have global control mechanisms reminiscent of both phages and plasmids. To better understand the global control of such evolutionary hybrid elements and the consequences of the element's behavior for its bacterial host, it would be helpful to have detailed information on their transcriptional organization and regulation, which is presently still very fragmented. The SXT-element, for example, displays a key regulator (SetR) similar to the phage λ CI repressor that is autocleaved upon SOS response, after which SXT transfer becomes strongly induced [17,18]. Preliminary regulation studies were also performed on ICE*Hin1056 *[16] and the *Pseudomonas aeruginosa *elements pKLC102 and PAGI-2 [19], but without attaining a global level.

Our group has been studying a mobile GEI in *Pseudomonas*, *Ralstonia *and *Burkholderia*, called the *clc *element or ICE*clc *[20]. ICE*clc *has a size of 103 kilobase-pairs (kbp) and is integrated into the chromosome at the 3' 18-bp extremity of one or more *tRNAy*^Gly ^genes by the help of an unusually long P4-type integrase [21-23]. The first half of ICE*clc *encodes two catabolic pathways involved in chlorocatechol (*clc *genes) and 2-aminophenol (*amn *genes) degradation [20] (Figure 1A). The second half contains a large set of syntenic genes that were defined as life-style 'core' for sixteen GEIs originating from different *Beta*- and *Gammaproteobacteria *[24]. Among other things, this core has been proposed to encode a type IV conjugative secretion system distantly related to that of ICE*Hin1056 *[16]. In addition, this part of ICE*clc *is assumed to encode the relaxosome complex needed for conjugation and was shown to bear a regulatory factor controlling excision and transfer [25,26]. ICE*clc *is transferred from *P. knackmussii *B13 as donor to e.g., *Pseudomonas putida *as recipient almost exclusively in stationary phase cultures with frequencies of self-transfer ≈ 10^-2 ^per donor. Self-transfer rates are highest in stationary phase cells grown with 3-chlorobenzoate and lower with fructose [27]. In line with this, expression of the promoter for the integrase is highest after growth on 3-chlorobenzoate, lower on fructose and essentially absent on glucose [26]. Because of the conservation of the ICE*clc *core region among different GEIs we were interested to study its transcriptional organization, as a further step towards the understanding of the life-style program of this class of mobile elements.

**Figure 1:**
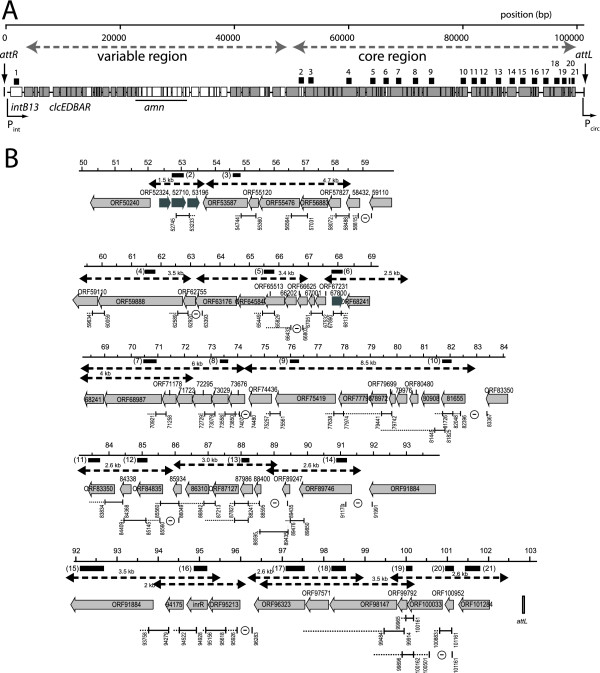
**Global gene organization of ICE*clc *and strategy for analysis of the core region transcriptional units**. A) Approximate locations of the ICE*clc *variable and core regions, with indication of gene functions known so far. Open reading frames are indicated by open (plus strand) or grey boxes (minus strand). Small numbered black stripes above point to the location of the probes used for macroblot hybridizations. B) Detailed gene structure of the core region with positions and results of RT-PCR analysis, and placement of transcript lengths (dashed lines) revealed by Northern analysis using the probes indicated as black numbered bars below the scale bar. RT-PCR indications are the following: stippled line indicates reverse transcribed regions. Solid line with two upright ends indicates the amplified region. A 'minus' within a circle indicates that no amplicon was obtained for that region. ORF numbering for ICE*clc *as in Genbank AJ617740.

In order to resolve the global transcription network of ICE*clc *in *P. knackmussii *B13, we carried out a combined approach of Northern hybridizations, reverse-transcriptase polymerase chain reaction (RT-PCR), semi-tiling array hybridization and Rapid Amplification of cDNA Ends (5'-RACE). We detected fifteen transcripts, some of which were expressed to high levels in stationary phase cultures, but -- interestingly, not with all carbon sources.

## Results

### Transcriptional organization of the ICE*clc *core region

In order to analyze the transcriptional organization of the core region of ICE*clc*, we used a combination of conventional molecular techniques and semi-tiling micro-array analyses. The ICE*clc *core spans the region between nucleotide 50,000 until the left end of the element (position 102,843; ICE*clc *numbering, GenBank Accession Number AJ617740), and comprises the most conserved stretch among a number of closely related GEI [24,26]. Furthermore, it includes the integrase gene at the other side of ICE*clc *(Figure 1A).

Figure 1 schematically presents the analysis of intergenic regions in the ICE*clc *core region, whilst combined RT-PCR results are shown in Figure 2. RT-PCR provided a first view of potentially linked polycistronic mRNAs. In a number of cases the clear absence of RT-PCR amplicons coincided with distinct large intergenic regions predicted from the nucleotide sequence (Figure 1B), whereas in other cases gaps were rather unexpected with respect to the close gene organization and could point to mRNA cleavage sites rather than new transcription start sites. This occurred, for example, in the regions between ORFs 62755-63176 (overlapping ORFs), ORFs 66202-66625 (12 bp intergenic region) and ORFs 73676-74436 (139 bp intergenic region, Figure 1, 2).

**Figure 2:**
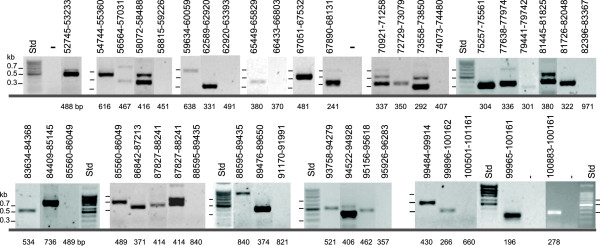
**Reverse transcriptase-PCR amplifications of the analyzed transcript connections indicated in Figure 1**. Numbers above amplicons indicate the examined region in ICE*clc *numbering; numbers below the calculated amplicon size. 'Minuses' are negative control reactions with PCR only without reverse-transcriptase step to verify DNA contamination. Different panels are reactions run on the same gel but not necessarily in consecutive lanes. Electronic images were auto-leveled and relevant lanes were placed side-by-side using Adobe Photoshop CS3. Std, DNA size standard (in kilobase-pairs, kb). At least one negative control was performed on every batch of purified RNA.

On top of the RT-PCR analysis we mapped the length of detectable transcripts by Northern hybridizations of RNA isolated from *P. knackmussii *B13 cultures grown to stationary phase on 3-chlorobenzoate (Figure 3). Arguably, Northern hybridizations do not always produce clear-cut signals and often show multiple bands indicative for mRNA degradation or processing, but for most of the transcript sizes and positions proposed by RT-PCR analysis supporting evidence was provided by Northerns (Figure 1, 3). Even the breakpoints detected between ORFs 62755-63176 coincided with two detectable transcripts of around 3.5 kb that could be positioned around the gap (Figure 1). The longest detected transcript seems to be formed by an estimated 8.5 kb polycistronic mRNA that would start upstream of ORF81655 and ending at ORF74436. It is possible, as we will argue below, that this transcript is actually synthesized as a much longer one, but cleaved somewhere in the area of the gap identified by RT-PCR between ORF73676 and 74436. The downstream part would be formed by a 6 kb mRNA that was detectable by probes for the ORFs 68987 and 73029 (Figure 3). Although a -10 promoter region was predicted upstream of ORF73676 by bioinformatic analysis, several others were predicted in this 8.5 kb region as well (see below and Table S1). Therefore, promoter prediction was not sufficiently accurate to support or refute the hypothesis for the 8.5 and 6 kb regions being transcribed as a single polycistronic mRNA.

**Figure 3:**
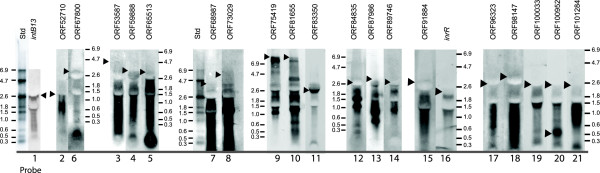
**Compiled Northern analysis of transcript sizes in the ICE*clc *core region on RNA isolated from cells grown to stationary phase on 3-chlorobenzoate**. Probe used in hybridization for a respective panel is indicated as the ORF number above and the probe number below, corresponding to the indications in Figure 1. Black triangles point to the largest size determined for the hybridizing transcript. Size indications for each panel in kilobases, based on an RNA size ladder. Electronic images were auto-leveled and relevant lanes were placed side-by-side using Adobe Photoshop CS3.

### Micro-array analysis assisted transcript mapping

To complement the RT-PCR and Northern analyses, we hybridized Cy3-labeled cDNA synthesized from total RNA isolated from *P. knackmussii *B13 cultures during exponential growth on 3-chlorobenzoate and during the following stationary phase, to custom-designed semi-tiling microarrays for ICE*clc*. 

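Of the 6 arrays, 3 carried cDNA from exponential phase and 3 from stationary phase, as 3 biological replicates per phase, on 10 mM 3-chlorobenzoate. Whether both phases were sampled from the same cultures is not stated in the paper's methods. The paper's methods give an OD600 of 0.4 for the exponential cultures and 24 h in stationary phase, whereas the labels deposited with the arrays give an OD600 of 0.4 or 0.5 and 48 h. The labels also name the substrate trichlorobenzoate beside the abbreviation used for 3-chlorobenzoate. The authors deposited the Feature Extraction files of the 6 arrays, in which each spot has a background-subtracted signal that is not normalized between arrays, and a table of log2 signals that they normalized between the arrays. All arrays lay on 1 slide and came from 1 scan. Of the 1060 probes, 959 were designed to ICEclc and 8 to reporter genes absent from the strain, which serve as negative controls. The other 93, called host gene probes here, were designed to housekeeping genes of potential host strains. The strains that the paper's methods name as potential hosts do not include P. knackmussii B13. A probe name gives the strand and the ORF or interval that holds the probe but not the position within it, so that the midpoint of this ORF or interval was taken as the position. Between 74.9% and 91.6% of the spots on an array were well above background, and 0 were saturated. Spots marked as outliers by Feature Extraction, between 73 and 104 per array, were left out. The remaining signals were quantile normalized over the 6 arrays as in the paper's methods, and the log2 signals of the 6 spots of a probe were averaged. Stationary phase was compared with exponential phase with limma, and p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. The median change of all probes from exponential to stationary phase was -0.33 (log2) after quantile normalization, -0.83 without normalization and 1.08 after centring each array on the 101 probes outside ICEclc. All changes between phases are therefore relative to the scaling used. Signals of different probes also depend on how well each probe hybridizes.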

The semi-tiling array contained a 50-mer probe at approximately every 200 bases over the whole length of ICE*clc *and for both strands, each in sixfold replicate on the array. We expected that a semi-tiling array format would permit us to map the position of ICE*clc *transcripts in a complementary way to the conventional molecular analysis, which would help to reinforce the conclusions drawn on the transcriptional organization of the ICE*clc *core. Figure 4 shows an overlay of the core gene organization and RT-PCR plus Northern derived transcriptional organization with the average micro-array hybridization signals per probe on the plus- and the minus-strand of the ICE*clc *core region, whilst Table 1 summarizes the transcript details across all three methods. 

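The slope of the log2 signal over distance from the 5' end was fitted on each stationary-phase array for the 12 transcripts with at least 5 probes. The slope was negative on all 3 arrays for 8 transcripts, and for 6 of these the decrease passed an adjusted p of 0.05 in a two-sided permutation test across probes, which are not replicates. For the transcript of ORF74436-81655 the slope was -0.64 log2 per kb on every array (35 probes, adjusted p = 4.0e-05, permutation test). The transcript of ORF68241-73676 had a slope of -0.96 ± 0.05 log2 per kb (SD, n = 3 arrays, 21 probes) and that of ORF96323-100033 a slope of -1.22 ± 0.06 (SD, n = 3, 19 probes), both with the same adjusted p, for which the raw p of 1.0e-05 was the smallest that the permutations can give. The steepest decrease among the 6 was -3.12 ± 0.06 log2 per kb (SD, n = 3) for ORF83350-84835 (adjusted p = 0.00233, permutation test). The slope of ORF53587-58432 was -0.37 ± 0.02 (SD, n = 3). For ORF91884-95213 it was -0.36 ± 0.05 (SD, n = 3, adjusted p = 0.0485, permutation test), and this call was lost under 6 of the alternatives chosen beforehand, 1 of which left out stationary replicate 1. The signal rose along ORF89247-89746, by 5.78 ± 0.15 log2 per kb (SD, n = 3, 8 probes, adjusted p = 0.0236, permutation test). In exponential phase the decrease passed the threshold for 2 transcripts. The alternative that moved the count of significant decreases most was the slope of the difference between phases. In it the hybridization of a probe cancels if its signal is above background in both phases. In ORF68241-73676, 11 of 21 probes were not well above background on every exponential-phase array. A decrease present in both phases cancels as well, and ORF74436-81655 had a slope of -0.45 log2 per kb in exponential phase (adjusted p = 0.00708, permutation test). A decrease lost under this alternative is therefore not shown to be a property of the probes. The slope of the difference was chosen after the data were seen and gave 3 transcripts, ORF68241-73676, ORF83350-84835 and ORF96323-100033. The decrease along ORF74436-81655 was then -0.19 log2 per kb (adjusted p = 0.19, permutation test) and that along ORF53587-58432 -0.24 (adjusted p = 0.233, permutation test), neither past the threshold, the slope of ORF91884-95213 was no longer negative, and the rise along ORF89247-89746 was not past the threshold.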

Very strikingly, most of the predicted transcripts follow a clear 5'-3' decrease in signal intensity, the slopes of which were different for each transcript region (see, for example, the region for the long transcript proposed between position 82,000 and 68,000). We think the 5'-3' decrease in intensity may partially be caused by the fact that more transcripts are formed near the transcription start, which perhaps are incompletely finished, or by preferential 3'-end degradation. This effect has been noted by others using tiling approaches for transcript determination [28]. Different slopes may be the result of varying mRNA stability and processing speed.

**Figure 4:**
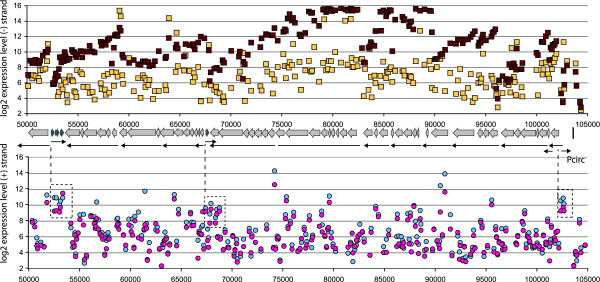
**Transcriptome of the ICE*clc *core region**. Shown is a compilation of micro-array hybridizations with minus- (top image) and plus-strand located probes (bottom image), both for exponential (yellow squares and blue circles) and stationary phase cultures (dark squares and pink circles). Data points are mean hybridization signals (on log2-scale) from six replicate probes per array, averaged over three replicate arrays.). X-axes, position numbering on ICE*clc*. Middle part, representation of the gene locations in the ICE*clc *core region (block arrows), and the size and position of the transcripts concluded from RT-PCR and Northerns (Figure 1-3).

**Table 1:** Summary of ICEclc core transcripts.

Transcript	**Strand**^**a**^	**Size on Northern**^**b**^	**RT-PCR**^**c**^	**Promoter**^**d**^	**Log2 Stat-Expo Ratio**^**e**^
*intB13*	+	2.5	+	102,729 (Pcirc)	3.1 ± 1.0
ORF50240	-	ND (1.8)	ND		1.6 ± 0.6
52324-53196	+	1.5 (1.2)	+	51,218	-1.2 ± 0.4
53587-58432	-	4.7 (5.3)	+	58,771	4.2 ± 1.4
59110-62755	-	3.5 (4.0)	+	63,191	2.6 ± 1.3
63176-66202	-	3.5 (3.4)	+	66,976	2.3 ± 1.7
66625-67231	-	ND (1.0)	+	67,610	5.8 ± 2.2
67800	+	2.6 (0.5)	+	67,817	-0.9 ± 0.2
68241-81655	-	4-6	+		4.0 ± 1.7
		8.5 (14.3)	(exc. 73676-74436)		5.7 ± 1.6
83350-84835	-	2.6 (2.3)	+		6.3 ± 1.6
85934-88400	-	3.0 (2.7)	+	89,109	6.5 ± 0.8
89247-89746	-	2.5 (2.1)	+		2.2 ± 1.9
91884-95213	-	3.5/2 (4.1)	+	96,204 (RACE)	5.6 ± 1.5
96323-100033	-	2.5-3.5 (4.5)			2.1 ± 1.6
100952	-	0.5	+		ND
100033-101284	-	2.6 (2.0)	+	102,270 (RACE)	2.0 ± 0.2

a) plus strand is same orientation as *intB13*.

b) in kilobase observed; within brackets, size calculated from sequence.

c) ORF connections detected by reverse-transcriptase PCR on RNA from strain B13 during stationary phase after growth on 3-chlorobenzoate.

d) Predicted location from bioinformatic analysis or observed by 5'RACE. Position according to numbering of AJ617740.

e) Log2-average ratio of hybridization intensities over all microarray probes covering the presumed transcript during stationary phase versus exponential phase on 3-chlorobenzoate.

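Over all probes inside each of the 17 transcripts, the mean log2 signal was higher in stationary than in exponential phase for 15 and lower for 2, at an adjusted p below 0.05 from limma. Assigning the values of Table 1 for the long transcript to its parts ORF68241-73676 and ORF74436-81655 is a reading of the table's layout. The change was 6.84 (SE 0.09, 13 probes, adjusted p = 4.0e-14 from limma) for ORF83350-84835, 6.79 (SE 0.07, with 2 of 3 probes not well above background on every exponential-phase array) for ORF66625-67231, 6.60 (SE 0.10) for ORF85934-88400 and 6.55 (SE 0.11) for ORF74436-81655. Intermediate changes were measured for ORF91884-95213 with 6.08 (SE 0.07), ORF100952 with 5.28 (SE 0.12, 1 probe), ORF68241-73676 with 5.11 (SE 0.09), ORF53587-58432 with 4.81 (SE 0.07) and ORF89247-89746 with 4.57 (SE 0.07). The change was 3.12 (SE 0.08) for intB13, 3.04 (SE 0.06) for ORF100033-101284, 2.91 (SE 0.09) for ORF63176-66202 and 2.90 (SE 0.10) for ORF59110-62755. In ORF68241-73676 11 of 21 probes and in ORF53587-58432 12 of 31 were not well above background on every exponential-phase array, and with these signals raised to the lowest signal well above background on the array the changes were 4.88 and 4.73. Over the probes of a single transcript the change varied more than between replicates, with an SD of 3.09 over the 8 probes of ORF89247-89746. Of the plus-strand transcripts other than intB13, both were lower after quantile normalization, by -1.23 (SE 0.08) for ORF52324-53196 and -1.29 (SE 0.07) for ORF67800. They changed by 0.90 and 0.48 when the arrays were centred on the probes outside ICEclc. The 8 negative control probes changed by a median of 1.41 under this centring, so these 2 positive values do not show a rise of transcript. This centring moved most transcripts more than any other alternative, while normexp background correction moved ORF66625-67231 and ORF68241-73676 more, the latter to 3.20. The centring gave 17 higher and 0 lower at the adjusted threshold of limma, as at an unadjusted p of 0.05. In each of the 17 transcripts the 3 arrays of a phase did not overlap with the 3 of the other phase (exact permutation test, two-sided p = 0.1, the smallest possible), where chance gives this for 10% of features.

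**Figure D1:**
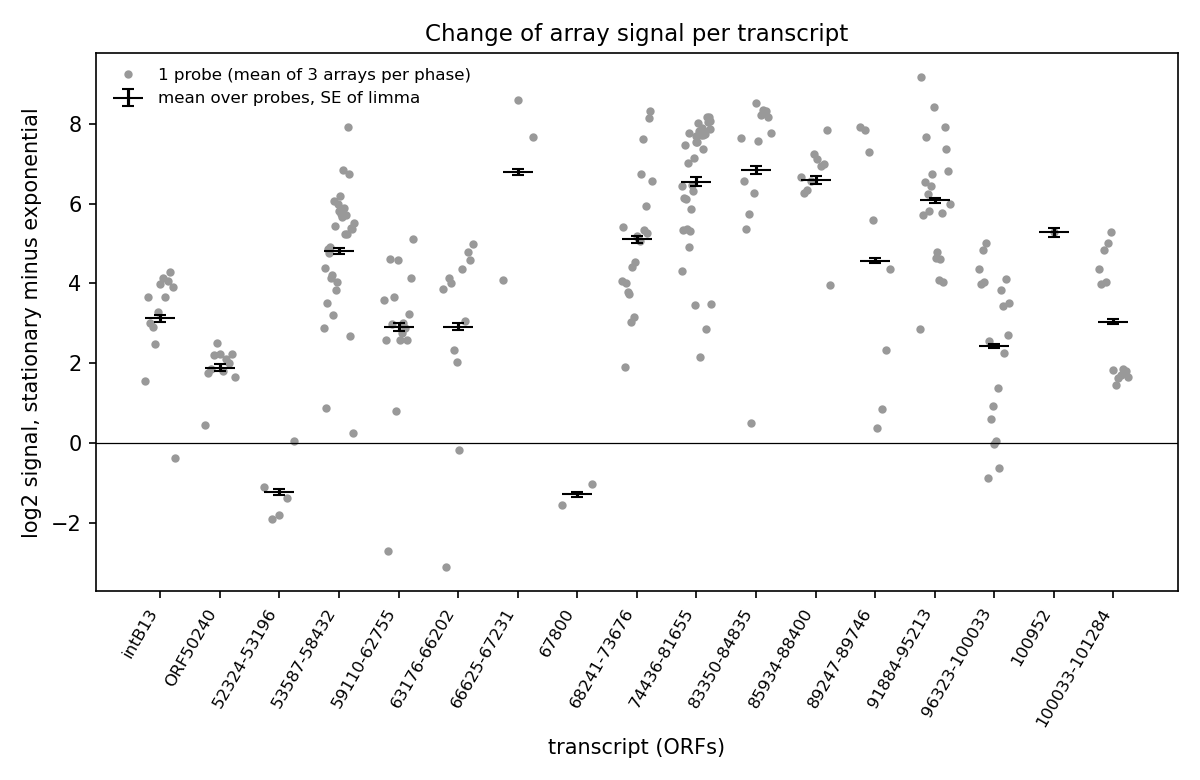
Change of log2 signal from exponential to stationary phase (vertical axis) for each transcript (horizontal axis), with grey points for single probes and black bars for the mean over probes with its SE from limma (n = 3 arrays per phase). The means of 15 transcripts lie above 0, while ORF52324-53196 and ORF67800 lie below it, at -1.23 and -1.29. These 2 lie above 0 when the arrays are centred on the probes outside ICEclc, where the negative control probes changed by a median of 1.41.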

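Separate lines were fitted to the minus-strand probes within 3 kb on either side of each proposed breakpoint on the 3 stationary-phase arrays. Between ORF84835 and ORF85934, the slope changed by -2.41 ± 0.06 log2 per kb (SD, n = 3) from the upstream to the downstream side. The gap between the lines, upstream minus downstream, was -4.15 ± 0.05 (SD, n = 3). Of 92 positions placed every 500 bp along the core, 14 had a gap at least as large and 30 a slope change at least as large. Between ORF62755 and ORF63176, the slope changed by -0.45 ± 0.06 log2 per kb (SD, n = 3) and the gap was -0.72 ± 0.12 (SD, n = 3), with 75 and 77 of the 92 positions at least as large. With 5 kb on either side, which moved these values most, both gaps changed sign, to 2.86 between ORF62755 and ORF63176 and 2.27 at the other breakpoint, and the slope changes became 0.67 between ORF62755 and ORF63176 and -0.35 between ORF84835 and ORF85934, where it was -1.09 with 2 kb. The fits compare different probes, and few distinct positions lie on either side. Downstream of ORF62755/ORF63176, 12 of the 13 probes share the midpoint of ORF59888, so the 1 probe of ORF62755 sets that slope. Downstream of ORF84835/ORF85934, the 16 probes include 3 from 82573 to 83349, beyond the end of that transcript. These 3 had a mean log2 signal of 8.28 in stationary phase, so the -2.41 is not specific to this breakpoint.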

Semi-tiling array hybridizations confirmed most of the proposed transcripts, including breakpoints, where the slope of the decrease in hybridization intensity as a function of probe position changed abruptly (e.g., regions around position 63,000 and 86,000). 

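Between ORF73676 and ORF74436 the same fits with 14 probes upstream and 11 downstream gave a slope change of -0.96 ± 0.17 log2 per kb (SD, n = 3 stationary-phase arrays). A slope change at least as large was found at 59 of the 92 positions along the core, and a gap as large as the -1.64 ± 0.07 (SD, n = 3) measured here at 53. With 2 kb on either side the slope change was 0.32. The 1 probe between the ORFs lies at the breakpoint itself and entered neither fit. In the scan it falls on the downstream side of position 74500, where the slope change was 1.49 and the gap 1.85. It falls on the upstream side of position 74000, where they were 0.29 and -4.29, so both slope changes were positive. The ORFs flanking the gap rose from exponential to stationary phase, ORF73676 by 7.67 (SE 0.09) and ORF74436 by 5.36 (SE 0.08, adjusted p = 1.5e-10 from limma). The interval between them holds 1 minus-strand probe, singled out after its values were seen. Its log2 signal was 6.24 ± 0.64 (SD, n = 3) in exponential and 4.06 ± 0.15 (SD, n = 3) in stationary phase, where it was well above background on 1 of the 3 arrays.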

An exception here was the RT-PCR detected breakpoint in between ORFs 73676 and 74436, where micro-array hybridizations did not show any aberrant change in slope of signal decrease. From this, therefore, we conclude that the long transcripts of 8.5 and 6 kb mentioned above actually originate from one 14.5 kb-long polycistronic mRNA starting at ORF81655 and ending downstream of ORF68241. This transcript would then be rapidly processed in the indicated breakpoint area, although this should be confirmed by alternative techniques.

For one other region the pattern of 5'-3' decreasing slope did not match the hypothesis of a single transcript predicted from RT-PCR and Northern. This occurred in the area around 92,000 to 96,000 where RT-PCR had predicted a continuing transcript covering a four-gene cluster including ORF91884 (putatively encoding a DNA topoisomerase) [20], ORF94175 (putative single-strand DNA binding protein), *inrR *(the proposed IntB13 activator) [26] and ORF95213 (hypothetical protein). Indeed, Northerns had already suggested two transcripts here, not completely covering the whole region (Figure 1 and 3), and also tiling array hybridizations showed two or even three differently 'sloped' hybridization patterns. Therefore, it might be that there is read-through from ORF94175 into ORF91884, producing the detected RT-PCR connection, but an additional promoter upstream of ORF91884 does not seem unlikely (Table S1).

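On the 3 stationary-phase arrays the log2 signal rose by 2.36 ± 0.05 per kb (SD, n = 3, 22 probes) over the 3 kb upstream of the midpoint between ORF91884 and ORF94175, and fell by 0.45 ± 0.11 per kb (SD, n = 3, 9 probes) over the 3 kb downstream. The slope change of -2.81 ± 0.11 was matched or exceeded at 21 of the 92 positions along the core, and the gap of 1.10 ± 0.33 (SD, n = 3) at 69. With 5 kb on either side the slope change was -0.87, and with 2 kb too few positions were left for a fit. These fits span probes beyond the 4 genes. The downstream slope compares the 8 probes of ORF91884 with 1 probe beyond it, from 91348 to 91883, so it rests on that probe. Of the 22 upstream probes, 3 from 95993 to 96322 and 7 of ORF96323 lie beyond the transcript. Their mean log2 signals in stationary phase were 3.8 and 5.98, below that of each of the 4 genes. Neither slope, nor the slope change, therefore describes this transcript alone. Within the genes, the change from exponential to stationary phase was 6.79 (SE 0.08) for ORF91884 and 4.53 (SE 0.12, adjusted p = 4.4e-09 from limma) for ORF94175. The single probe between ORF91884 and ORF94175 rose from 3.89 ± 0.34, where it was well above background on 2 of 3 arrays, to 12.30 ± 0.19, and the single probe between ORF94175 and inrR from 8.62 ± 0.04 to 11.47 ± 0.27 (SD, n = 3), both singled out after their values were seen.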

Whereas most of the genes in the ICE*clc *core region are organized on the minus strand (with respect to the *intB13 *gene, Figure 1), four genes are oriented on the plus strand. 

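The median log2 signal of the 240 plus-strand probes of the core was 4.93 ± 0.02 (SD, n = 3 arrays) in exponential phase and 4.75 ± 0.09 (SD, n = 3) in stationary phase, and that of the 236 minus-strand probes was 5.59 ± 0.04 and 10.16 ± 0.05 (SD, n = 3). The plus strand was thus lower by -0.66 ± 0.05 in exponential and by -5.41 ± 0.13 in stationary phase, on each of the 3 arrays of a phase. These medians are taken over different probes. The difference in exponential phase was 0.00 when only probes well above background on at least 3 arrays were kept. This filter kept 233 of the 236 minus-strand and 173 of the 240 plus-strand probes. A probe that is dim in exponential phase can pass it by its stationary-phase signal. The 0.00 therefore does not compare the strands in exponential phase. The 5 probes of ORF52324, ORF52710 and ORF53196 together exceeded the median of the 44 plus-strand probes outside plus-strand ORFs within 5 kb by 4.22 ± 0.18 (SD, n = 3, adjusted p = 6.0e-05, two-sided permutation test across probes) in exponential and by 3.75 ± 0.20 (SD, n = 3, adjusted p = 4.0e-05, same permutation test) in stationary phase. The 2 probes of ORF67800 exceeded their local background by 3.99 ± 0.05 in exponential (SD, n = 3, adjusted p = 0.00515, exact permutation test) and 2.97 ± 0.06 in stationary phase (SD, n = 3, adjusted p = 0.0271, exact permutation test). Without the dim probes the latter was 2.18 (adjusted p = 0.069, permutation test across probes). Of the single ORFs, ORF52710 changed by -1.70 (SE 0.08) and ORF52324 by -1.10 (SE 0.18) from exponential to stationary phase. After centring on the probes outside ICEclc ORF52324 changed by 0.90 and ORF52710 by 0.38, the latter not past the threshold. Both were below the median change of 1.41 of the negative control probes under this centring. ORF53196 changed by 0.05 (SE 0.09, adjusted p = 0.596 from limma), but rose past the threshold by 0.54 without normalization, by 0.77 with scaling to the 75th percentile and by 2.45 after the same centring.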

In general, hybridization signal intensities on micro-array for plus strand probes were lower than for the minus strand (Figure 4), but the signals coming from the small cluster of three genes at around 53,000 and the single ORF67800 can be discerned on micro-array as being significantly above local background.

### Carbon substrate dependent expression of ICE*clc *core genes

Micro-array hybridizations clearly demonstrated that most of the core genes on the minus strand are upregulated in stationary phase conditions (Table 1, Figure 4), with -- fold changes ranging from 2^2 ^(e.g., for ORF50240 or the cluster of genes between 96,000 and 100,000) to 2^7 ^(e.g., ORF81655). 

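Of the 236 minus-strand probes of the core, 216 were higher and 9 lower in stationary than in exponential phase at an adjusted p below 0.05 from limma. Among all 959 probes of ICEclc, 303 were higher and 457 lower. Centring the arrays on the probes outside ICEclc moved this split most, to 637 higher and 184 lower, but left 4 of the core minus-strand probes lower. At the level of ORFs, 55 of 59 were higher and 3 lower. ORF50240 changed by 1.89 (SE 0.08, 11 probes, adjusted p = 9.5e-08 from limma), and the genes between ORF96323 and ORF100033 together by 2.43 (SE 0.06, 19 probes). Within this cluster the change was 0.66 (SE 0.08) for ORF96323 and 4.45 (SE 0.08) for ORF100033. ORF81655 changed by 7.31 (SE 0.20, 6 probes, adjusted p = 4.4e-09 from limma). The largest changes among the ORFs were those of ORF67001, ORF84338 with 8.51 (SE 0.12, 1 probe) and ORF84835 with 8.17 (SE 0.16, 5 probes). The single probe of ORF67001 was not well above background on any exponential-phase array, so that its change is a bound. It was at least 234-fold higher in stationary phase (adjusted p = 1.5e-10 from limma), relative to the lowest signal well above background on each exponential-phase array. With normexp background correction and its offset it changed by 5.37, so that both this bound and its place among the largest changes hold only without that offset. From the array hybridizations, the paper concludes that most minus-strand core genes are upregulated in stationary phase.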

RNAs from a larger number of different growth conditions were hybridized in dot-blot format using digoxigenin-labeled probes representative for all proposed transcripts (Tables 2 and 3). This showed that the expression of the highly abundant core transcripts represented by ORF81655, ORF87986 and ORF84835 (Table 2) actually started in the first twelve hours after reaching stationary phase and then increased continuously further up to 72 h. In contrast, transcription from the three plus strand ORFs 52324-53196 seemed to 'peak' in very early stationary phase, but then successively decreased (Table 2). Hybridizing blotted RNAs from *P. knackmussii *B13 grown to stationary phase on different carbon substrates showed, interestingly, that the three transcripts 68241-81655 (represented by probes 7, 8, 9 and 10), 83350-84835 (probes 11 and 12), and 85934-88400 (probe 13) were highly induced only in stationary phase cells that had been cultured with 3-chlorobenzoate or fructose, but not at all with succinate or glucose (Table 3). Highest induction of the ICE*clc *core region genes in stationary phase cells grown with 3-chlorobenzoate is in agreement with previous experiments that showed the highest proportion of excised ICE*clc *and highest ICE*clc *transfer rates in cells cultured on 3-chlorobenzoate to stationary phase [26,27].

**Table 2:** ICEclc core gene transcript abundance in *P. knackmussii *B13 cultures grown with 3-chlorobenzoate as a function of growth phase as quantified by macroblot hybridization.

		expo		e-stat		12 h		24 h		36 h		48 h		72 h	
		
Probes	Probe number	mRNA^a^	Std Dev^b^	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev
			(%)		(%)		(%)		(%)		(%)		(%)		(%)
*intB13*	*1*	**4.5**	11.2	**4.3**	12.9	**4.6**	15.6	**5.1**	28.5	**3.2**	5.3	**3.4**	0.9	**3.5**	14.6
ORF52710	2	**21.3**	46.5	**29.6**	8.7	**17.8**	3.4	**9.3**	39.9	**7.8**	53.8	**12.6**	18.6	**6.4**	41.8
ORF53587	3	**4.2**	30.2	**2.9**	25.9	**2.6**	27.1	**1.7**	37.3	**3.4**	11.9	**3.1**	20.4	**1.4**	12.2
ORF59888	4	**18.6**	33	**20**	7.5	**14.7**	18.9	**8.4**	32.3	**16.8**	23.9	**22.4**	9.3	**14.6**	43.4
ORF65513	5	**17.3**	19.4	**17.1**	0.8	**16.7**	10.3	**13.4**	9.9	**11.8**	9.5	**13.5**	2.4	**12.4**	10.7
ORF67800	6	**16.6**	2.7	**12.4**	26.1	**10.1**	11.6	**8**	12.9	**14.6**	4.3	**12.6**	10.7	**8.5**	16.6
															
ORF68987^c^	7	**2.1**	4.3	**1.7**	8.2	**1.2**	30.1	**0.8**	12.9	**1.7**	6.5	**1.5**	4.3	**1**	22.3
ORF73029	8	**2.5**	20.8	**1.4**	15	**2.1**	18.5	**2.6**	15	**2**	14.6	**2.2**	2.3	**1.5**	10.4
ORF75419	9	**7.5**	18.1	**4.5**	7.6	**8.7**	0.4	**11.1**	32	**14**	27.1	**20.5**	9.4	**28**	31.6
ORF81655	10	**10.2**	30.1	**6.4**	35.8	**104**	4.8	**168**	24.5	**113**	24.3	**191**	14.5	**177**	10.9
															
ORF83350	11	**3.3**	18.9	**1.7**	7	**0.9**	17.8	**0.9**	26.1	**0.9**	3.5	**0.9**	5	**0.9**	5.6
ORF84835	12	**0.4**	14.4	**0.3**	38.3	**7.4**	53.2	**9.5**	7.7	**20.6**	28.9	**28.1**	29.5	**29.8**	22.8
															
ORF87986	13	**5**	1	**4.6**	39.3	**41.1**	16.1	**64.5**	7.2	**41.3**	12.9	**54.9**	22.1	**100**	11.5
ORF89746	14	**12.9**	34.1	**12.9**	10.4	**4.9**	12	**2.2**	41.2	**1.3**	44.9	**3.4**	28.9	**3.2**	19.8
															
ORF91884	15	**3.3**	11.7	**2.1**	25.6	**2.4**	14.7	**3**	32.4	**3.1**	14	**3.2**	11.3	**4.1**	5.2
*inrR*	*16*	**8.3**	11.9	**6.4**	10.5	**7.4**	13.1	**4.5**	11.6	**5.1**	18.8	**7.2**	0.6	**5.9**	12
															
ORF96323	17	**3**	13	**1.7**	13.3	**1.1**	5.5	**1**	2.8	**1.3**	12.8	**1.1**	14.4	**1.2**	13.2
ORF98147	18	**1.1**	10.7	**0.5**	14.2	**0.4**	4.6	**0.5**	5.9	**0.5**	8.3	**0.4**	2.4	**0.4**	0.9
ORF100033	19	**30.6**	4	**23**	4.3	**26**	8.7	**12.3**	16.7	**19.6**	14.3	**20.4**	22.4	**21.5**	16.3
															
ORF100952	20	**1.4**	13.2	**3.7**	31.2	**2.8**	4.9	**1.8**	3.1	**1.7**	58.5	**3.5**	30.8	**6.7**	13.4
ORF101284	21	**3.7**	18.9	4.5	10.1	**2.1**	5.8	**1**	23.1	**1.9**	9.7	**1.5**	11	**1.3**	11.5

a) mRNA is the average calculated amount of mRNA copies × 10^8 ^per μg of total RNA from triplicate determinations. This value corresponds approximately to the calculated number of mRNA of this transcript per cell. Expo, exponential phase; e-stat, early stationary phase (6 h).

b) standard deviation from the average mRNA, expressed in percentage.

c) ORFs surrounded by a common border are on the same transcript.

**Table 3:** Quantification of ICEclc core gene expression by dot-blot hybridization in strain B13 grown on different carbon substrates.

	Exponential phase				After 24 h at stationary phase							
		
	3-chlorobenzoate		succinate		3-chlorobenzoate		succinate		fructose		glucose	
						
Probe number and probe	**mRNA**^**a**^	**Std Dev**^**b**^	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev	mRNA	Std Dev
		(%)		(%)		(%)		(%)		(%)		(%)
1) *intB13*	**4.5**	11.2	**7.3**	13.1	**5.1**	28.5	**4.1**	11.2	**4.4**	51.7	**3.2**	8.1
2) ORF52710	**21.3**	46.5	**19.7**	16.9	**9.3**	39.9	**9.6**	8	**5.1**	42.7	**9.4**	30.6
3) ORF53587	**4.2**	30.2	**3.6**	0.1	**1.7**	37.3	**1.7**	21.1	**2**	0.4	**1.9**	2.6
4) ORF59888	**18.6**	33	**16.9**	2.3	**8.4**	32.3	**12.9**	18.6	**16.8**	7.3	**23.8**	15.9
5) ORF65513	**17.3**	19.4	**19.5**	2.8	**13.4**	9.9	**12.7**^**‡**^	5.3	**13.8**	7.6	**13.8**	11
6) ORF67800	**16.6**	2.7	**16.6**	5.5	**8**	12.9	**12.7**	18.3	**11.6**	33.7	**17.9**	38.6
7) ORF68987	**2.1**	4.3	**2.1**	11	**0.8**	12.9	**0.8**	0.2	**1.3**	13.8	**1.1**	11.7
8) ORF73029	**2.5**	20.8	**2.9**	12.6	2.6*	15	**0.9**^**‡**^	18.2	**1.4**	6.7	**1.1**	4.2
9) ORF75419	**7.5**	18.1	**7.3**	6.8	**11.1**	32	**3**^**‡**^	3.9	**3.9**	3.3	**2.8**	5.4
10) ORF81655	**10.2**	30.1	**18.7**	36.6	168*	24.5	**6.3**	2.7	45.7*	3.6	**9.2**	27
11) ORF83350	**3.3**	18.9	**2.8**	16.5	**0.9**	26.1	**0.5**	37.3	**0.5**	14.5	**0.4**	10.2
12) ORF84835	**0.4**	14.4	**0.3**	16.3	9.5*	7.7	**0.3**	25.8	**1.7**	16.1	**0.3**	1.5
13) ORF87986	**5**	1	**5.2**	0.1	64.5*	7.2	**5.5**^**‡**^	0.4	**14.2**	26.9	**5.5**	2
14) ORF89746	**12.9**	34.1	**24.4**	19.8	**2.2**	41.2	**2.1**	17.3	**2.1**	36.7	**0.5**	15.4
15) ORF91884	**3.3**	11.7	**4.5**	3	**3**	32.4	**1.6**^**‡**^	3.2	**2.3**	33.1	**1.1**	5.9
16) *inrR*	**8.3**	11.9	**8.2**	21.3	**4.5**	11.6	**4**	7.5	**6.4**	8.1	**4.9**	39.7
17) ORF96323	**3**	13	**5.3**	27.1	**1**	2.8	**1.8**	35.6	**0.9**	53.2	**1.1**	31.8
18) ORF98147	**1.1**	10.7	**1.5**	5.1	**0.5**	5.9	**0.4**^**‡**^	7	**0.4**	3.7	**0.4**	1.7
19) ORF100033	**30.6**	4	**40.4**	20.2	**12.3**	16.7	**17.6**	18	**22.9**	6.4	**22.2**	30.2
20) ORF100952	**1.4**	13.2	**2.2**	22.2	**1.8**^**§**^	3.1	**0.9**	1.7	**1.9**	7.9	**0.9**	29.4
21) ORF101284	**3.7**	18.9	**3.2**	6.9	**1**	23.1	**1**^**‡**^	7.9	**1.1**	1.9	**1.2**	14.5

a) mRNA is the average calculated amount of mRNA copies × 10^8 ^per μg of total RNA from triplicate determinations. This value corresponds approximately to the calculated number of mRNA of this transcript per cell.

b) standard deviation from the average mRNA, expressed in percentage.

c) *, values statistically significantly different to the cells cultivated with other carbon sources. ^§^, values statistically significantly different to the cells cultivated with succinate or glucose. ‡, values statistically significantly different between exponential phase and stationary phase. P ≤ 0.05 in pairwise Student's T test.

Another gene that produced relatively high signals in dot-blot hybridizations was ORF100033, which urged us to analyze its expression more conspicuously by RT-PCR. Contrary to RNA isolated in stationary phase from 3-chlorobenzoate or fructose-grown cultures, consistently no RT-PCR product was obtained for the intergenic region between ORF100952 and ORF101284 on RNA from cells that had been cultivated with glucose (Figure 5, panels d and e). RNA isolated from all three substrate conditions did produce a smaller RT-PCR fragment directly upstream of ORF100952 (Figure 5B panel b), suggesting that an additional promoter exists that produces a transcript covering ORF100952 only. In fact, Northern hybridizations with a probe for ORF100952 produced an additional band of 0.5 kb length (Figure 3). The promoter located in front of ORF101284 might thus be specifically repressed after growth on glucose (and perhaps succinate), or specifically activated after growth on 3-chlorobenzoate and fructose.

**Figure 5:**
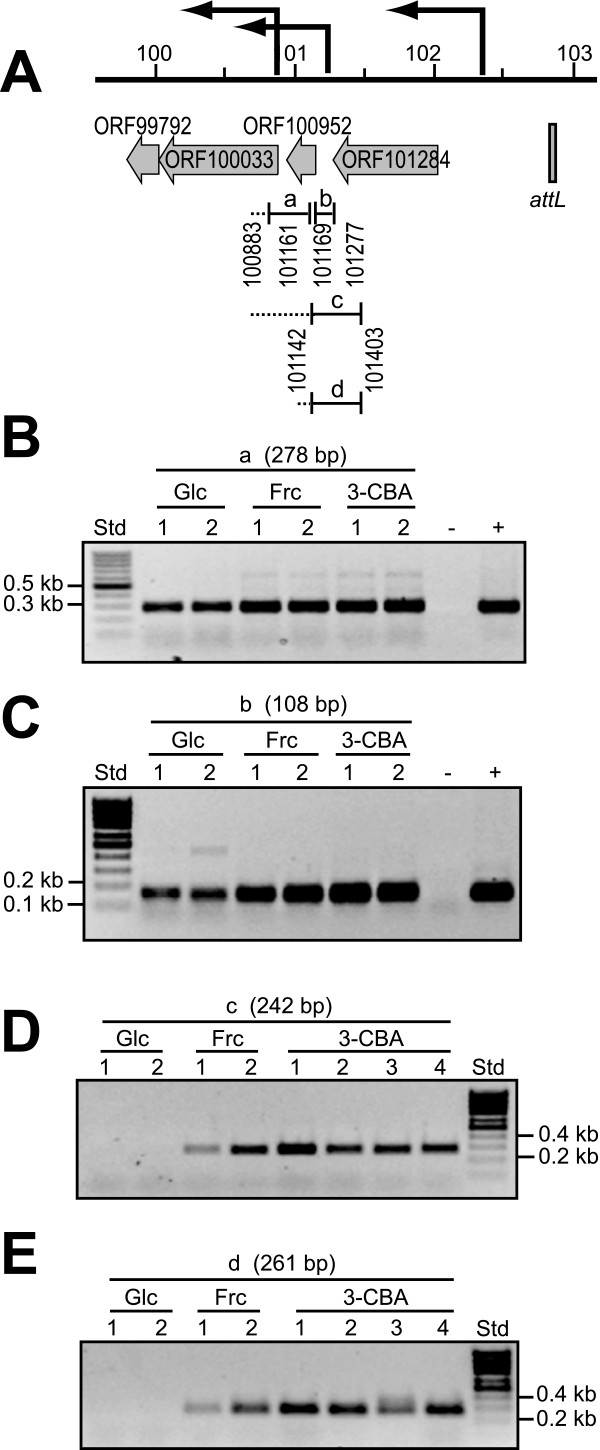
**Carbon substrate-dependent transcript linkage in the region at the outermost ICE*clc *left end**. A) Gene organization, reverse-transcribed regions and PCR amplicons. Arrows to the left point to inferred promoters. B) RT-PCR results for amplicon (a). C) idem for amplicon (b). D) Amplicon (c). E) Amplicon (d). All RNAs sampled from cultures during stationary phase after growth on the indicated carbon source. Glc, glucose. Frc, fructose. 3-CBA, 3-chlorobenzoate. Numbers below point to independent replicate reactions. -, PCR but without RT-step.+, PCR on B13 genomic DNA as template.

### Promoter analysis

Results from 5'-RACE were not as conclusive as expected. Although various amplicons were produced from cDNA ends, only few matched the start region for transcripts detected by RT-PCR, Northern and micro-array. In contrast, the start site for the transcript covering *inrR *could be mapped in the region upstream of ORF95213 to a thymine located 25 nt upstream of the ORF95213 start codon. Interestingly, the corresponding -10 box (TGTCGATCCT) and -35 (TTGACT) are close to the proposed consensus sequence of σ^s ^and not σ^70^, suggesting it is controlled by RpoS [26]. This could explain a higher abundance of this transcript during stationary compared to exponential phase as seen on micro-array (Figure 4). 

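The 4 probes of ORF95213, the first gene of this transcript, had a mean log2 signal of 5.33 ± 0.05 (SD, n = 3 arrays) in exponential phase and 12.35 ± 0.07 (SD, n = 3) in stationary phase, a change of 7.03 (SE 0.07, adjusted p = 9.0e-11 from limma). For the 2 probes of inrR the mean was 6.43 ± 0.07 and 11.33 ± 0.24 (SD, n = 3), a change of 4.90 (SE 0.12, adjusted p = 3.2e-09 from limma). Each change was larger than the spread between replicates, and every stationary-phase array was above every exponential-phase array.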

5'-RACE also produced a clear transcription start upstream of ORF101284 (position 102,270), which is in agreement to the other data and suggests a promoter being present at positions 102,283 to 102,288 (-10, TATTAC) and 102,300 to 102,305 (-35 region, TTGCAG). On the contrary, no 5'RACE product but a very weak product was obtained by primer extension in the region upstream of ORF81655, which located at ~250 bp upstream of the start codon (results not shown), even though this transcript was among the most abundant ones of the ICE*clc *core region (Figure 4). 

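The mean log2 signal over the 6 probes of ORF81655, from position 81655 to 82572, was 9.31 ± 0.43 (SD, n = 3 arrays) in exponential phase and 16.61 ± 0.05 (SD, n = 3) in stationary phase. ORF87986 changed from 8.46 ± 0.31 to 16.30 ± 0.06 (SD, n = 3), on 1 probe. Signals of different ORFs come from different probes, so that their levels cannot be compared directly.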

In a few other cases, bioinformatic searches identified promoter signatures which locate in regions where transcripts were deemed to start (Table 1, S1), but their nature remains to be experimentally verified.

## Discussion

By using a combination of semi-tiling micro-array hybridization and conventional techniques for transcription analysis, we obtained a highly detailed picture on the transcriptional organization of the ICE*clc *core region. To our knowledge, this is one of the first examples of tiling micro-array in combination with RT-PCR and Northern hybridizations to study transcriptional organization of mobile DNA elements, the only other one currently being a study on the plasmid pCAR1 of *P. resinovorans *[29]. We conclude from our results that such a combined approach can give excellent complementary data and retrieve details that either one of the typical transcription approaches alone cannot obtain. Except for a few locations, the results from all approaches on ICE*clc*'s transcriptome were mostly in agreement with each other, or critically supported omissions in each of them individually. 

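The 11 minus-strand probes inside ORF50240, from position 50240 to 52087, had a mean log2 signal of 6.73 ± 0.04 (SD, n = 3 arrays) in exponential phase and 8.62 ± 0.12 (SD, n = 3) in stationary phase, and each of the 11 was higher in stationary phase at an adjusted p below 0.05 from limma. In the upstream interval from 52088 to 53586 the change was 1.55, with 6 of 9 probes higher and 0 lower at the same threshold. In the downstream interval from 48812 to 50239 the change was -0.74, with 1 of 5 probes higher and 3 lower. These intervals were chosen after their values were seen.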

Fourteen transcripts were detected by RT-PCR and Northern; one more was inferred from micro-array hybridization (ORF50240). Some transcripts seem clearly part of one larger but rapidly cleaved polycistronic mRNA (e.g, ORF68241-81655), whereas in one case (ORF59110-67231) three transcripts were consistently detected but gene organization suggests close linkage.

The importance of the ICE*clc *core gene region lays in its proposed control of the element's behavior: excision, self-transfer, maintenance and reintegration. Even though still only few ICE*clc *core genes have clear identifiable homology to known proteins (Additional file 1, Table S1), the region as a whole is largely conserved in a large collection of other GEI, underscoring its functional importance for life-style [23,24]. The 14 or 15 transcripts in the ICE*clc *core region, including a long 14.5 kb transcript (Figure 1, 4), is in the order of transcript numbers typically found for self-transfer and maintenance functions of conjugative plasmids (e.g., eight for R27 in *E. coli *[30], 14 for pCAR1 in *P. resinovorans *[29]). Four of the core transcripts (between ORF53587 and ORF73676) might code for a type IV secretion system (mating pair formation complex) similar to that of ICE*Hin1056 *from *H. influenza *(Figure 6, Additional file 1, Table S1) [16]. Furthermore, the ORF50240 product has weak homology to a relaxase and ORF91884 has a DNA topoisomerase domain, suggesting possible implication in a relaxosome complex involving the excised circular ICE*clc *form (Additional file 1, Table S1). A comparison with the ICE*Hin1056 *transcriptional organization in this area shows a number of differences, which are likely due to extensive gene arrangements during evolutionary divergence between the two elements (Figure 6). For example, the long ICE*Hin1056 *transcript covering the mating pair complex (PilL, TraB, TraD etc.), is interrupted on ICE*clc *by the reversely oriented ORF67800. The transcript containing ORF73676 (the presumed *pilL*) is not the start, but part of a much longer transcript starting at ORF81655 on ICE*clc*. Second difference between ICE*clc *and ICE*Hin1056 *relates to the large inversion of the genes *tfc21 *to *tfc24 *(Figure 6). ICE*Hin1056 *data suggested two transcripts in this region, with one being formed by the presumed regulatory gene *tfc24 *[16]. In contrast, on ICE*clc *ORF57827 (the homologue of *tfc24 *on ICE*clc*, Figure 6) is apparently the second gene of a six-gene transcript.

**Figure 6:**
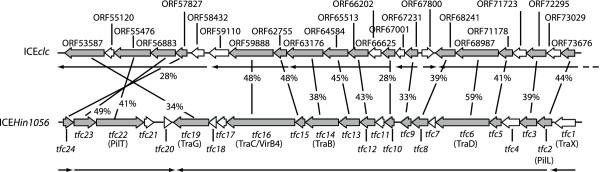
**Comparison of the *tfc*-like gene region on ICE*clc *with ICE*Hin1056 *from *H. influenzae***. Lines indicate percentage amino acid similarity between common genes (grey-shaded). Genes indicated in open arrows have no significant homologies among the two ICE. Arrows underneath point to the transcriptional organization in this region. Data on ICE*Hin1056 *redrawn from [16].

The relative abundance of transcripts in the region ORF50240 to ORF81655 of ICE*clc *was up to 64-fold (microarray) different between stationary and exponential phase (Figure 2 and 3, Table 1). 

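Expressed as fold changes, the transcript of ORF66625-67231 was 110-fold higher in stationary phase, from log2 signals of 4.31 ± 0.09 and 11.09 ± 0.06 (SD, n = 3 arrays). Since ORF67001 and ORF67231, 2 of its 3 probes, were not well above background on every exponential-phase array, this value is uncertain, and with such signals raised to the lowest signal well above background on the same array it was at least 89.5-fold under the main processing, a bound chosen after the values were seen. The transcript of ORF74436-81655, whose 35 probes were all well above background, was 93.5-fold higher, from 8.14 ± 0.24 and 14.68 ± 0.02 (SD, n = 3). With normexp background correction and an offset of 50, the log2 change of ORF66625-67231 was 4.62, and the largest fold change of a transcript in this region was 68.1, for ORF74436-81655.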

If the postulate is correct that these genes would encode part of the type IV secretion system necessary for ICE*clc *transfer (i.e., the equivalent of the Mating Pair Formation or *mpf *complex in conjugative plasmids [6]), their induction would be much more pronounced than what is usual for plasmid conjugative systems. In most cases, the *mpf *genes are either weakly expressed or tightly regulated and inducible [6], the reason presumably being that expression of the conjugative apparatus is energy costly and could favor male-type specific phage infection. Tight control of the transfer genes of plasmids is often achieved by autoregulatory loops, such as the IncP-9 pWW0 plasmid *traA *and *mpfR *genes that control the relaxosome complex and *mpf *operons, respectively [31]. Also, the presumed genes involved in conjugative transfer of the IncP-7 plasmid pCAR1 in *Pseudomonas putida *and *P. resinovorans *are expressed at low and similar transcriptional level (without further specification) during growth on succinate or carbazole [29]. Induction of the putative conjugative system of ICE*clc *would thus be more similar to the type of induction found in the SXT element [18], which is a hybrid between phage-lambda type control and plasmid-like conjugation. However, none of the ICE*clc *functions has any significant sequence similarity to the SetR -- SetC -- SetD regulators of SXT, nor to the CI repressor from λ. The type of program that seems to be followed by ICE*clc *(integrase induction, excision, and global response of the core region) is indeed reminiscent of a phage program [9], but we conclude that control layers are different from phage type. The finding that basically eight of fifteen identified transcripts in the ICE*clc *core region are upregulated during stationary phase, suggests a coordinated global control mechanism, which is perhaps assisted by the stationary phase sigma factor RpoS. Indeed, some evidence for RpoS control was obtained from sequence motifs in the *inrR *promoter. It is interesting to speculate as to what would be the ecological or physiological advantage for ICE*clc *to become active during stationary phase. 

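With the parts of the long transcript of ORF68241-81655 counted as 1 and intB13 left aside, 13 of 15 core transcripts were higher in stationary than in exponential phase at an adjusted p below 0.05 from limma, and 2 were lower. The 2 lower on the arrays are the plus-strand transcripts. After centring on the probes outside ICEclc 15 of 15 were higher, these 2 by 0.90 and 0.48. The negative control probes changed by a median of 1.41 under this centring, so it does not show a rise of these 2.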

One hypothesis is that of the 'sinking ship': the element senses that its host survival (and therefore that of itself) is endangered and tries to escape to a more favorable host cell (even though this must be in its immediate vicinity). Even more intriguing is perhaps the carbon substrate-specific upregulation of ICE*clc *activity, which is highest after growth on 3-chlorobenzoate, less with fructose and very low with glucose or succinate as carbon sources. Upregulation of the ICE*clc *core region expression in stationary phase cells grown with 3-chlorobenzoate is in agreement with previous results showing increased activity of the integrase promoter [26], increased proportion of ICE*clc *excised DNA and increased ICE*clc *transfer rates [27]. Since it is assumed that during stationary phase cells have depleted their carbon source, the carbon source can no longer be directly be responsible for the activation, but somehow must have generated a 'memory' effect which triggers ICE*clc *response. In this light, the repression seen for transcription read-through from ORF101284 with glucose and succinate might point to a Crc-type regulation of catabolite repression in *Pseudomonas *[32,33], although for the time being no specific Crc binding motifs were detected in the ICE*clc *core region.

## Conclusions

In conclusion, we have identified fifteen transcripts covering the presumed core region for behavioral functions of ICE*clc*. Eight of those are concertedly upregulated during stationary phase, but only after previous growth of the cells on 3-chlorobenzoate or fructose, which explains previous results that have seen highest ICE*clc *transfer rates under such conditions [27]. The number and lengths of ICE*clc *transcripts is similar to that found for typical conjugative plasmid systems, yet the mode of global transcription control is more reminiscent for phage-type control. We thus conclude that the hybrid transcriptional control mode comprising both conjugative plasmid and phage strategies has been selected in mobile elements of the ICE*clc *group.

## Methods

### Growth conditions and harvesting

*P. knackmussii *B13, the original host of ICE*clc*, was cultivated in minimal medium (MM) based on the type 21C medium [34]. This MM was complemented with 3-chlorobenzoate, fructose, glucose (all at 10 mM) or 15 mM succinate, and the bacteria were grown at 30°C. Bacterial growth was assessed from culture turbidity at 600 nm (OD_600_). Cells were recovered during exponential phase (OD_600 _of 0.4) or early stationary phase (OD_600 _= 1.2), which was defined as the point where growth began to cease plus one period equivalent to the shortest generation time on that substrate. Bacteria were also recovered 12, 24, 36, 48 or 72 h after the beginning of the stationary phase. For RNA isolation, 100 ml of culture was immediately harvested by centrifugation (at 15,000 × *g *for 1 min at 4°C) and the supernatant was decanted. Cell pellets were resuspended in 4 ml RNAprotect Bacteria Reagent (QIAGEN GmbH). After 5 min incubation, the suspensions were centrifuged again (at 5,000 × *g *for 5 min at room temperature); the supernatant was discarded and pellets were stored at -80°C.

### RNA isolation

Prior to RNA extraction, pellets were slowly thawed, then resuspended in 0.5 ml TES buffer [10 mM Tris-HCl (pH 8.0), 1 mM EDTA, 100 mM NaCl], followed by addition of and mixing with 0.25 ml lysis solution [20 mM sodium acetate (pH 5.5), 1 mM EDTA, 0.5% SDS]. After that, the total RNA was further purified by the hot acid-phenol method as described previously [35]. RNA samples were purified from contaminating DNA by treatment with 50 U of DNase I (RNase free; Roche) during 1 h at 37°C. Finally, the RNA was dissolved in 50 μl diethylpyrocarbonate (DEPC)-treated water and quantified by absorbance at 260 and 280 nm on a NanoDrop spectrophotometer (Witec AG). The integrity of RNA was determined by agarose gel electrophoresis and the absence of DNA was verified by PCR.

### Reverse transcription PCR (RT-PCR)

Reverse transcription was made on RNA isolated from cultures grown with 3-chlorobenzoate, glucose or fructose, and harvested 24 h after the beginning of stationary phase. 0.5 μg of total RNA was denatured by heating at 65°C and reverse transcribed using the Omniscript RT kit (QIAGEN GmbH) following the instructions of the manufacturer, using primers listed in Additional file 1, Table S2. Primer designations refer to their exact position on ICE*clc *according to the numbering in AJ617740 (Genbank Accession number). 30 cycles of PCR amplification with the produced cDNA templates was performed with the HotStarTaq Master Mix kit (QIAGEN GmbH), using one tenth of volume from the reverse transcription reaction and 10 μM of a pair of specific primers (Additional file 1, Table S2). Amplification of regions between ORF94175 and *inrR *known to be co-transcribed served as positive control for the quality of the RT-PCR reaction. Finally, for each RNA sample, a PCR was performed without reverse transcriptase step, in order to control for the absence of DNA contamination.

### Mapping of transcriptional start sites

The 5' end of the transcript including *inrR *was mapped with the SMART RACE cDNA Amplification Kit (Clontech Laboratories, Inc.) according to the manufacturer's protocol. cDNA was synthesized from 0.5 μg RNA with the primer 95,129rv, which is located within the *inrR *region. After generation of RACE-Ready cDNA, a PCR and a nested PCR were performed by using the *inrR*-specific primer 95,156rv plus the Universal Primer A (UPM, Clontech), and the *inrR *primer 95,677rv plus the Nested Universal Primer A (NUP), respectively. Both PCR products were sequenced using a further *inrR *specific primer 95,790rv in the BigDye Terminator v3.1 cycle sequencing kit (Applied Biosystems), and were separated on ABI PRISM 3100 Genetic Analyzer (Applied Biosystems). A further successful mapping was deployed with 5'RACE on the transcript starting upstream of the most distal ICE*clc *ORF101284. 5'RACE reactions for the regions upstream of ORFs 58432, 66202, 73676, 81655, 88400, and 89746 did not produce specific fragments.

### Digoxigenin-labeled probe synthesis

DNA regions of between 126 and 560 bp of 21 selected ORFs from the *clc *element's core region (Figure 1) were amplified by PCR for probe synthesis (Additional file 1, Table S3). One of the PCR primers (reverse complementary to the targeted ORF) included the sequence for the promoter region of T7 RNA polymerase. Antisense digoxigenin-labeled RNA probes were then synthesized from ~1 μg of purified PCR product by using T7 RNA polymerase according to instructions of the suppliers (Roche Applied Science).

### Northern hybridization

20 μg of total RNA were incubated in 20 μl (total volume) of denaturation buffer (containing 1 M glyoxal, 25% *v/v *dimethylsulfoxide, 10 mM sodium phosphate, pH 7.0) for 1 h at 50°C. 100 ng of a digoxigenin-labeled RNA molecular weight marker I (0.3 -- 6.9 kb, Roche Diagnostics) was treated similarly. A volume of 0.2 μl of a 10 mg/ml ethidium bromide solution and 1 μl loading buffer (containing 50% sucrose, 15 mg/ml bromophenol blue in DEPC-treated H_2_O) were added to the samples at the end of the incubation period and mixed. Fragments were separated at 50 V on a 1% agarose gel in 10 mM sodium phosphate buffer (pH 7.0). RNA was subsequently transferred from gel onto Hybond N^+ ^nylon membrane (Amersham Biosciences) in 10 × concentrated SSC solution (containing 3 M NaCl and 0.3 M sodium citrate dissolved in demineralized H_2_O) with the help of the VacuGene XL system (Amersham Biosciences) for 3.5 h at a vacuum of 50 mbar. After transfer, RNA was fixed to the membrane with a UV crosslinker (CX-2000, UVP) at a dose of 0.3 J per cm^2^. Immediately before hybridization, the membrane was rinsed with 20 mM Tris-HCl (pH 8.0) at 65°C for 10 min to remove glyoxal. The hybridization was performed in DIG Hybridization buffer (Roche Diagnostics) for 15 h at 68°C. The washing steps and the immuno-chemiluminescent detection were done according to the supplier's instructions (Roche Diagnostics) using alkaline-phosphatase-conjugated anti-digoxigenin Fab fragments and CSPD as reagent for the chemiluminescence reaction. Light emission was detected on Hyperfilm ECL (Amersham Biosciences).

### Dot blot hybridization and relative mRNA quantification

Total RNA extracted from different growth phases and substrates were further analyzed for expression of genes from the core region of ICE*clc *in 96-well format dot-blot hybridization. RNA was isolated from three independent cultures of strain B13 grown with 3-chlorobenzoate at exponential phase, early-stationary phase, as well as at 12, 24, 36, 48 and 72 h after the beginning of stationary phase. Furthermore, duplicate cultures of B13 grown with glucose, fructose and succinate harvested after 24 h, and duplicate cultures grown on succinate in exponential phase were used for RNA purification as well. 15 μl Aliquots of dilutions containing 1, 0.3, and 0.1 μg denatured total RNA were dot-blotted using a 96-well manifold (Gibco Life Technologies) onto positively charged nylon transfer membranes (Hybond-N^+^, Amersham Biosciences AG). Different concentrations of denatured PCR products (2.5, 1, 0.5, 0.25, 0.1, 0.05, 0.025 and 0.01 ng) comprising the respective targeted ORF were included on the same blot. RNA was fixed to the membrane with a UV crosslinker before hybridization as described above. Films were scanned and spot intensities were calculated by densitometry using the Image Quant TL program (v2005, Molecular Dynamics, Sunnyville, USA) as grey intensity per standardized surface. The signal intensity of each spot was then compared to the standard curve of DNA dilutions on the same blot to calculate an 'equivalent number of DNA copies', and divided by the total amount of RNA in the spot to normalize to a value of 'equivalent number of copies per μg RNA'.

### Microarray design

A series of 950 non-overlapping 50-mer probes was designed to cover both coding and non-coding regions of the ICEclc sequence (Acc. No. AJ617740) at approximate distances of 200 bp. Probes were designed using the program Oligoarray version 2.1 [36] with a melting temperature range of 92 to 99°C and a probe GC content range of 52 to 72%. Probes were further designed to not cross-hybridize with gene products from the following potential host strains of the ICE*clc *element: *Burkholderia xenovorans *LB400 (Acc. No. CP000270-CP000272), *P. putida *F1 (Acc. No. CP000712), *P. putida *KT2440 (Acc. No. AE015451), *P. aeruginosa *PAO1 (Acc. No. AE004091), *Cupriavidus necator *JMP134 (Acc. No. CP000090-CP000093), and *Ralstonia metallidurans *CH34 (Acc. No. CP000352-CP000355). An additional 93 probes were designed to target housekeeping genes from the potential host strains and 8 probes were designed to target positive/negative controls (GFP, luciferase, and mCherry [37] transcripts). The microarray was manufactured by Agilent Technologies (Santa Clara, CA) in the 8 × 15,000 probe format and each unique probe was synthesized at six randomized spatial locations on the array. The microarray design has been deposited in the NCBI Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo under accession number GSE20461.

### Microarray hybridization and analysis

Total RNA was isolated and purified from *P. knackmussii *B13 cultures during exponential growth on 3-chlorobenzoate and during subsequent stationary phase after 24 h as described above. For microarray hybridizations, cDNA was synthesized from total RNA and directly labeled with cyanine-3-dCTP using a modification of a protocol described elsewhere [38]. Briefly, each 50-μL reaction contained 10 μg of total RNA, 1.25 μg of random hexanucleotide primers (Promega), 100 μM each of unlabeled dATP, dGTP, and dTTP (Invitrogen), 25 μM of unlabeled dCTP (Invitrogen), 25 μM of cyanine-3-labeled dCTP (Perkin-Elmer), 25 U SUPERase•In (Ambion), and 400 U Superscript II reverse transcriptase (Invitrogen). Reactions were performed by heating at 42°C for 2 hours followed by 70°C for 10 min. RNA was then removed by adding 100 mM NaOH, heating to 65°C for 20 min, and neutralizing with 100 mM HCl and 300 mM sodium acetate (pH 5.2). Labeled cDNA products were purified using the MinElute PCR purification kit (Qiagen) and the quantity and incorporation frequency of cyanine-3-labeled dCTP were calculated using the microarray function on a NanoDrop Spectrophotometer. Sixty ng of labeled cDNA was then loaded onto each microarray, hybridized for 17 hours at 65°C, and washed and scanned as described for labeled cRNA in the One-Color Microarray-Based Gene Expression Analysis Manual (Agilent). The fragmentation step (heating to 60°C for 30 minutes) was omitted.

Hybridization signal intensities were quantified from microarray image scans using agilent feature extraction software version 9.5.3 (Agilent). Microarray data were normalized and globally scaled over the array using genespring gx software with the rma algorithm and quantile normalization [39,40]. Mean probe signals were calculated for each of the three biological replicates and were plotted against their position on the ICE*clc *sequence for both strands and for RNAs isolated during exponential and stationary phases. All microarray data have been deposited in the NCBI Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo under accession number GSE20461.

### Bioinformatic tools

Putative promoters, terminators and transcription factor binding sites were predicted by using the BPROM and FindTerm programs on http://www.Softberry.com. The map of ICE*clc *was designed from SeqBuilder of the Lasergene software package (version 6.1.4, Dnastar, Inc).

## Authors' contributions

MG designed and performed transcription analysis. NP and MM performed microarray experiments. DJ designed probes for microarray and developed labeling and hybridization protocol. MG and VS carried out 5'RACE analysis. JvdM designed experiments and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary tables**. Location of ORFs in the ICE*clc *core region and bioinformatic predictions of protein function and transcription features. Primers used in this study. Probes produced for Northern hybridizations. Click here for file

# Supplementary material for: Transcriptome analysis of the mobile genome ICEclc in Pseudomonas knackmussii B13
**Source:** BMC Microbiol. 2010 May 26;10:153. doi: 10.1186/1471-2180-10-153
**Supplement:** Additional file 1 — Supplementary tables. Location of ORFs in the ICEclc core region and bioinformatic predictions of protein function and transcription features. Primers used in this study. Probes produced for Northern hybridizations.

**Additional file 1 to:**

**Transcriptome analysis of the mobile genome ICE<sub>clc</sub> in**

***Pseudomonas knackmussii* B13**

Muriel Gaillard, Nicolas Pradervand, Marco Minoia, Vladimir Sentchilo, David  
Johnson and Jan Roelof van der Meer\*

- Additional file 1, **Table S1**: Location of ORFs in the *ICE<sub>cl</sub>* core region and bioinformatic predictions of transcription features.
- Additional file 1, **Table S2**: Primers used in this study
- Additional file 1, **Table S3** : Probes produced for Northern hybridizations

**Table S1:** Location of ORFs in the ICE*clc* core region and bioinformatic predictions of transcription features.

| ICE <i>clc</i> gene name | Gene name, product and % amino acid identity to ICEHin1056 |             |    | Location on ICE <i>clc</i> | Transcript | Predicted -10 box | Predicted terminator | 5'RACE |
|--------------------------|------------------------------------------------------------|-------------|----|----------------------------|------------|-------------------|----------------------|--------|
| (attR)                   |                                                            |             |    | 60 - 77                    |            |                   |                      |        |
| intB13                   |                                                            |             |    | 262 – 2235                 |            | 148               | 1680                 |        |
| ORF50240                 | (putative relaxase)                                        |             |    | 52087 – 50240              | I          | 52361             |                      |        |
| ORF52324                 |                                                            |             |    | 52324 - 52710              | II         | 51218             | 52556                |        |
| ORF52710                 |                                                            |             |    | 52710 - 53168              |            | 52365             |                      |        |
| ORF53196                 |                                                            |             |    | 53196 - 53573              |            |                   |                      |        |
| ORF53587                 | <i>tfc19</i>                                               | TraG        | 34 | 53587 - 55104              | III        |                   |                      |        |
| ORF55120                 |                                                            |             |    | 55120 - 55479              |            |                   |                      |        |
| ORF55476                 | <i>tfc22</i>                                               | PilT        | 41 | 55476 - 56873              |            |                   |                      |        |
| ORF56883                 | <i>tfc23</i>                                               |             | 49 | 56883 - 57830              |            |                   |                      |        |
| ORF57827                 | <i>tfc24</i>                                               |             | 28 | 57827 - 58273              |            |                   |                      |        |
| ORF58432                 |                                                            |             |    | 58432 - 58926              |            | 58771             | 58471                |        |
| ORF59110                 |                                                            |             |    | 59110 - 59874              | IV         |                   |                      |        |
| ORF59888                 | <i>tfc16</i>                                               | TraC/V irB4 | 48 | 59888 - 62755              |            | 63191             | 62585                |        |
| ORF62755                 | <i>tfc15</i>                                               |             | 48 | 62755 - 63195              |            | 63855             |                      |        |
| ORF63176                 | <i>tfc14</i>                                               | TraB        | 38 | 63176 - 64594              | V          |                   | 64152                |        |
| ORF64584                 | <i>tfc13</i>                                               |             | 45 | 64584 - 65516              |            |                   |                      |        |
| ORF65513                 | <i>tfc12</i>                                               |             | 43 | 65513 – 66205              |            |                   |                      |        |
| ORF66202                 |                                                            |             |    | 66202 – 66612              |            |                   |                      |        |
| ORF66625                 | <i>tfc10</i>                                               |             | 28 | 66625 - 66984              | VI         | 66976             | 66902                |        |
| ORF67001                 |                                                            |             |    | 67001 - 67234              |            |                   |                      |        |
| ORF67231                 | <i>tfc9</i>                                                |             | 33 | 67231 - 67614              |            | 67610             | 67501                |        |

|          |                                 |      |    |               |      |       |       |        |
|----------|---------------------------------|------|----|---------------|------|-------|-------|--------|
| ORF67800 |                                 |      |    | 67800 - 68204 | VII  | 67817 |       |        |
| ORF68241 | <i>tfc8</i>                     |      | 39 | 68241 - 68990 | VIII |       |       |        |
| ORF68987 | <i>tfc6</i>                     | TraD | 59 | 68987 - 71173 |      | 70182 | 70286 |        |
| ORF71178 | <i>tfc5</i>                     |      | 41 | 71178 - 71726 |      | 70851 |       |        |
| ORF71723 |                                 |      |    | 71723 - 72313 |      | 72183 |       |        |
| ORF72295 | <i>tfc3</i>                     |      | 39 | 72295 - 73014 |      | 72826 |       |        |
| ORF73029 | <i>tfc2</i>                     | PilL | 44 | 73029 - 73679 |      |       |       |        |
| ORF73676 |                                 |      |    | 73676 - 74296 |      | 74408 | 73693 |        |
| ORF74436 |                                 |      |    | 74436 - 75305 |      |       | 74710 |        |
| ORF75419 |                                 |      |    | 75419 - 77698 |      | 75373 | 76133 |        |
| ORF77798 |                                 |      |    | 77798 - 78907 |      | 78621 | 77243 |        |
| ORF78972 |                                 |      |    | 78972 - 79622 |      |       |       |        |
| ORF79699 |                                 |      |    | 79699 - 79959 |      |       |       |        |
| ORF79976 |                                 |      |    | 79976 - 80383 |      | 80141 | 80249 |        |
| ORF80480 |                                 |      |    | 80480 - 80812 |      | 80490 |       |        |
| ORF80908 |                                 |      |    | 80908 - 81597 |      | 80811 | 81030 |        |
| ORF81655 |                                 |      |    | 81655 - 82572 |      | 81326 |       | ~82822 |
| ORF83350 |                                 |      |    | 83350 - 84192 | IX   | 81845 | 83783 |        |
| ORF84338 |                                 |      |    | 84338 - 84691 |      | 84712 | 84674 |        |
| ORF84835 |                                 |      |    | 84835 - 85647 |      |       | 84825 |        |
| ORF85934 |                                 |      |    | 85934 - 86212 | X    |       | 85850 |        |
| ORF86310 |                                 |      |    | 86310 - 87047 |      | 87066 |       |        |
| ORF87127 |                                 |      |    | 87127 - 87939 |      |       |       |        |
| ORF87986 |                                 |      |    | 87986 - 88378 |      |       | 88085 |        |
| ORF88400 |                                 |      |    | 88400 - 88612 |      | 89109 |       |        |
| ORF89247 |                                 |      |    | 89247 - 89501 | XI   | 89491 |       |        |
| ORF89746 |                                 |      |    | 89746 - 91347 |      | 90548 | 91107 |        |
| ORF91884 | (putative DNA<br>topoisomerase) |      |    | 91884 - 93896 | XII  | 93515 | 92957 |        |

|             |                                                |                 |      |                |        |        |
|-------------|------------------------------------------------|-----------------|------|----------------|--------|--------|
| ORF94175    | (putative single stranded DNA binding protein) | 94175 - 94615   |      | 93941          | 94002  |        |
| <i>inrR</i> |                                                | 94689 - 95216   |      | 94614          |        |        |
| ORF95213    |                                                | 95213 - 95992   |      | 96024          | 95862  | 96017  |
| ORF96323    |                                                | 96323 - 97567   | XIII | 97420          | 97156  |        |
| ORF97571    |                                                | 97571 - 98131   |      | 99656          |        |        |
| ORF98147    |                                                | 98147 - 99799   |      | 100105         |        |        |
| ORF99792    |                                                | 99792 - 100049  |      | 100552         |        |        |
| ORF100033   |                                                | 100033 - 100908 |      | 101378         | 100199 |        |
| ORF100952   |                                                | 100952 - 101164 | XIV  |                |        |        |
| ORF101284   |                                                | 101284 - 102039 | XV   | 102283         |        | 102270 |
| <i>attL</i> |                                                | 102826 - 102843 |      | 102757 (Pcirc) |        |        |

**Table S1:** Location of ORFs in the ICE*clc* core region and bioinformatic predictions of transcription features.

| ICE <i>clc</i> gene name | Gene name, product and % amino acid identity to ICEHin1056 |                |    | Location on ICE <i>clc</i> | Transcript | Predicted -10 box | Predicted terminator | 5'RACE |
|--------------------------|------------------------------------------------------------|----------------|----|----------------------------|------------|-------------------|----------------------|--------|
| (attR)                   |                                                            |                |    | 60 - 77                    |            |                   |                      |        |
| intB13                   |                                                            |                |    | 262 – 2235                 |            | 148               | 1680                 |        |
| ORF50240                 | (putative relaxase)                                        |                |    | 52087 – 50240              | I          | 52361             |                      |        |
| ORF52324                 |                                                            |                |    | 52324 - 52710              | II         | 51218             | 52556                |        |
| ORF52710                 |                                                            |                |    | 52710 - 53168              |            | 52365             |                      |        |
| ORF53196                 |                                                            |                |    | 53196 - 53573              |            |                   |                      |        |
| ORF53587                 | <i>tfc19</i>                                               | TraG           | 34 | 53587 - 55104              | III        |                   |                      |        |
| ORF55120                 |                                                            |                |    | 55120 - 55479              |            |                   |                      |        |
| ORF55476                 | <i>tfc22</i>                                               | PilT           | 41 | 55476 - 56873              |            |                   |                      |        |
| ORF56883                 | <i>tfc23</i>                                               |                | 49 | 56883 - 57830              |            |                   |                      |        |
| ORF57827                 | <i>tfc24</i>                                               |                | 28 | 57827 - 58273              |            |                   |                      |        |
| ORF58432                 |                                                            |                |    | 58432 - 58926              |            | 58771             | 58471                |        |
| ORF59110                 |                                                            |                |    | 59110 - 59874              | IV         |                   |                      |        |
| ORF59888                 | <i>tfc16</i>                                               | TraC/V<br>irB4 | 48 | 59888 - 62755              |            | 63191             | 62585                |        |
| ORF62755                 | <i>tfc15</i>                                               |                | 48 | 62755 - 63195              |            | 63855             |                      |        |
| ORF63176                 | <i>tfc14</i>                                               | TraB           | 38 | 63176 - 64594              | V          |                   | 64152                |        |
| ORF64584                 | <i>tfc13</i>                                               |                | 45 | 64584 - 65516              |            |                   |                      |        |
| ORF65513                 | <i>tfc12</i>                                               |                | 43 | 65513 – 66205              |            |                   |                      |        |
| ORF66202                 |                                                            |                |    | 66202 – 66612              |            |                   |                      |        |
| ORF66625                 | <i>tfc10</i>                                               |                | 28 | 66625 - 66984              | VI         | 66976             | 66902                |        |
| ORF67001                 |                                                            |                |    | 67001 - 67234              |            |                   |                      |        |
| ORF67231                 | <i>tfc9</i>                                                |                | 33 | 67231 - 67614              |            | 67610             | 67501                |        |

|          |                                 |      |    |               |      |       |       |        |
|----------|---------------------------------|------|----|---------------|------|-------|-------|--------|
| ORF67800 |                                 |      |    | 67800 - 68204 | VII  | 67817 |       |        |
| ORF68241 | <i>tfc8</i>                     |      | 39 | 68241 - 68990 | VIII |       |       |        |
| ORF68987 | <i>tfc6</i>                     | TraD | 59 | 68987 - 71173 |      | 70182 | 70286 |        |
| ORF71178 | <i>tfc5</i>                     |      | 41 | 71178 - 71726 |      | 70851 |       |        |
| ORF71723 |                                 |      |    | 71723 - 72313 |      | 72183 |       |        |
| ORF72295 | <i>tfc3</i>                     |      | 39 | 72295 - 73014 |      | 72826 |       |        |
| ORF73029 | <i>tfc2</i>                     | PilL | 44 | 73029 - 73679 |      |       |       |        |
| ORF73676 |                                 |      |    | 73676 - 74296 |      | 74408 | 73693 |        |
| ORF74436 |                                 |      |    | 74436 - 75305 |      |       | 74710 |        |
| ORF75419 |                                 |      |    | 75419 - 77698 |      | 75373 | 76133 |        |
| ORF77798 |                                 |      |    | 77798 - 78907 |      | 78621 | 77243 |        |
| ORF78972 |                                 |      |    | 78972 - 79622 |      |       |       |        |
| ORF79699 |                                 |      |    | 79699 - 79959 |      |       |       |        |
| ORF79976 |                                 |      |    | 79976 - 80383 |      | 80141 | 80249 |        |
| ORF80480 |                                 |      |    | 80480 - 80812 |      | 80490 |       |        |
| ORF80908 |                                 |      |    | 80908 - 81597 |      | 80811 | 81030 |        |
| ORF81655 |                                 |      |    | 81655 - 82572 |      | 81326 |       | ~82822 |
| ORF83350 |                                 |      |    | 83350 - 84192 | IX   | 81845 | 83783 |        |
| ORF84338 |                                 |      |    | 84338 - 84691 |      | 84712 | 84674 |        |
| ORF84835 |                                 |      |    | 84835 - 85647 |      |       | 84825 |        |
| ORF85934 |                                 |      |    | 85934 - 86212 | X    |       | 85850 |        |
| ORF86310 |                                 |      |    | 86310 - 87047 |      | 87066 |       |        |
| ORF87127 |                                 |      |    | 87127 - 87939 |      |       |       |        |
| ORF87986 |                                 |      |    | 87986 - 88378 |      |       | 88085 |        |
| ORF88400 |                                 |      |    | 88400 - 88612 |      | 89109 |       |        |
| ORF89247 |                                 |      |    | 89247 - 89501 | XI   | 89491 |       |        |
| ORF89746 |                                 |      |    | 89746 - 91347 |      | 90548 | 91107 |        |
| ORF91884 | (putative DNA<br>topoisomerase) |      |    | 91884 - 93896 | XII  | 93515 | 92957 |        |

|             |                                                |                 |      |                |        |        |
|-------------|------------------------------------------------|-----------------|------|----------------|--------|--------|
| ORF94175    | (putative single stranded DNA binding protein) | 94175 - 94615   |      | 93941          | 94002  |        |
| <i>inrR</i> |                                                | 94689 - 95216   |      | 94614          |        |        |
| ORF95213    |                                                | 95213 - 95992   |      | 96024          | 95862  | 96017  |
| ORF96323    |                                                | 96323 - 97567   | XIII | 97420          | 97156  |        |
| ORF97571    |                                                | 97571 - 98131   |      | 99656          |        |        |
| ORF98147    |                                                | 98147 - 99799   |      | 100105         |        |        |
| ORF99792    |                                                | 99792 - 100049  |      | 100552         |        |        |
| ORF100033   |                                                | 100033 - 100908 |      | 101378         | 100199 |        |
| ORF100952   |                                                | 100952 - 101164 | XIV  |                |        |        |
| ORF101284   |                                                | 101284 - 102039 | XV   | 102283         |        | 102270 |
| <i>attL</i> |                                                | 102826 - 102843 |      | 102757 (Pcirc) |        |        |

**Table S2:** Primers used in this study

| primer                                         | sequence                  | location and position       |
|------------------------------------------------|---------------------------|-----------------------------|
| <u>Primers used for reverse transcription:</u> |                           |                             |
| 53,360rv                                       | 5'-GACCAGCTTCACTACCCAT    | reverse primer in ORF53196  |
| 54,608rv                                       | 5'-GCATCGATCTCCATACGCA    | reverse primer in ORF53587  |
| 56,105rv                                       | 5'-AGAGGCTGCTACAACTGGT    | reverse primer in ORF55476  |
| 57,883rv                                       | 5'-GCTCGCCATAGACCACGTA    | reverse primer in ORF57827  |
| 58,625rv                                       | 5'-ACACGCTGTACGACGACAC    | reverse primer in ORF58432  |
| 59,421rv                                       | 5'-GTGTGTGAGCATAGACCCA    | reverse primer in ORF59110  |
| 62,351rv                                       | 5'-GTAGAGCTGAAGCACCCAG    | reverse primer in ORF59888  |
| 65,306rv                                       | 5'-TCTGCACCCGTAGGCGTT     | reverse primer in ORF64584  |
| 65,514rv                                       | 5'-CATGGGGTGCTTCCTCCTT    | reverse primer in ORF65513  |
| 67,009rv                                       | 5'-GGAGGAAGAAACTCAGGAC    | reverse primer in ORF67001  |
| 68,203rv                                       | 5'-CAGACCTTCAACCGTGCGT    | reverse primer in ORF67800  |
| 70,762rv                                       | 5'-ACTCCAGCCGTTCTCTCCA    | reverse primer in ORF68987  |
| 72,557rv                                       | 5'-TTGACGAACACCGCCATAC    | reverse primer in ORF72295  |
| 73,362rv                                       | 5'-GTCGTGCGCAGCGGCATA     | reverse primer in ORF73029  |
| 75,187rv                                       | 5'-CACATGCGTTCCAGCCGA     | reverse primer in ORF74436  |
| 77,206rv                                       | 5'-GCTTGATGAGCTTGACCAG    | reverse primer in ORF75419  |
| 79,441rv                                       | 5'-TCCAGTCCCTGCTCGTCG     | reverse primer in ORF78972  |
| 81,445rv                                       | 5'-CAGCTCCGCGTCCCTTGAC    | reverse primer in ORF80908  |
| 83,358rv                                       | 5'-CGCAGAAGCAGGCAATGG     | reverse primer in ORF83350  |
| 84,350rv                                       | 5'-CACGACCTCCAACGACAAG    | reverse primer in ORF84338  |
| 85,456rv                                       | 5'-GAGCTTGACGACGATGGCA    | reverse primer in ORF84835  |
| 86,777rv                                       | 5'-CACCAACTACGCCTTCGC     | reverse primer in ORF86310  |
| 87,711rv                                       | 5'-GATAGCTTTCATCCAATGCG   | reverse primer in ORF87127  |
| 88,454rv                                       | 5'-GGCATAGCTGCGGAAGTA     | reverse primer in ORF88400  |
| 89,417rv                                       | 5'-TGAAGCACATCGTTTCCTC    | reverse primer in ORF89247  |
| 91,054rv                                       | 5'-GGCTACGCTGAACGACTG     | reverse primer in ORF89746  |
| 95,129rv                                       | 5'-CTTTTAGAGAGGCCGCGTGTTC | reverse primer in inrR      |
| 97,539rv                                       | 5'-GCTCGTGGTGCTGAGTCA     | reverse primer in ORF96323  |
| 99,233rv                                       | 5'-GCTGATGTGCGACTGCTGTA   | reverse primer in ORF98147  |
| 99,896rv                                       | 5'-CGGTCGAGCTGGTGTAGAT    | reverse primer in ORF99792  |
| 100,843rv                                      | 5'-GAGGTTGGCTGCGGTGGT     | reverse primer in ORF100033 |
| 101,054rv                                      | 5'-GGCACGCATCAGGTTGTAG    | reverse primer in ORF100952 |
| <u>Primers used for PCR:</u>                   |                           |                             |
| 52,745fw                                       | 5'-CTGTGTGATCGAGCAGTTG    | forward primer in ORF52710  |
| 53,233rv                                       | 5'-AGGCGTTCTGCGGTGCTG     | reverse primer in ORF53196  |
| 54,744rv                                       | 5'-TGCTGAAGGACTGCGACC     | reverse primer in ORF53587  |
| 55,360fw                                       | 5'-CATCTACTTGGTCGGCAGT    | forward primer in ORF55120  |
| 56,564rv                                       | 5'-AGCCGTTCTGTATGCCGT     | reverse primer in ORF55476  |
| 57,031fw                                       | 5'-CCGTCCTGTCATCGTCCT     | forward primer in ORF56883  |

|          |                              |                            |
|----------|------------------------------|----------------------------|
| 58,072rv | 5'-GCTCCGCTTCAATCCGATG       | reverse primer in ORF57827 |
| 58,488fw | 5'-CACATCGTCGTCCGGTCTG       | forward primer in ORF58432 |
| 58,815rv | 5'-TGAAGATCCGTCTCTCCAG       | reverse primer in ORF58432 |
| 59,266fw | 5'-CCTGCTTGATCGCCAGAC        | forward primer in ORF59110 |
| 59,634rv | 5'-CATAGAGCGTCAGCGTGAA       | reverse primer in ORF59110 |
| 60,059fw | 5'-TGTGCCGCCAAGCCTCTA        | forward primer in ORF59888 |
| 62,589rv | 5'-GCCTGCTCGTCTGCCAAG        | reverse primer in ORF59888 |
| 62,902rv | 5'-CTGGAAGTGGCGATAGACC       | reverse primer in ORF62755 |
| 62,920fw | 5'-GGTCTATCGCCAGTTCCAG       | forward primer in ORF62755 |
| 63,393fw | 5'-CCAGCAACGAAGCCGTAG        | forward primer in ORF63176 |
| 65,449rv | 5'-GCGGAGGACATGACCACT        | reverse primer in ORF64584 |
| 65,829fw | 5'-GCG GCA TCT ACG AAA TCC C | forward primer in ORF65513 |
| 66,433rv | 5'-GATCGTGCGGAACACCCA        | reverse primer in ORF66202 |
| 66,803fw | 5'-TGGCATTGCTGGTTGTGGCGTC    | forward primer in ORF66625 |
| 67,051rv | 5'-TGCAGACGCCGAGGAACT        | reverse primer in ORF67001 |
| 67,532fw | 5'-CGATGGCGTTGGGCGAGT        | forward primer in ORF67231 |
| 67,890fw | 5'-GACAGTCTCGTTGAGTGGT       | forward primer in ORF67800 |
| 68,131rv | 5'-CTGATCAGTTCGGTCATCTC      | reverse primer in ORF67800 |
| 70,921rv | 5'-CGTCCTTGCTGGTCATCAC       | reverse primer in ORF68987 |
| 71,258fw | 5'-GTGTCCGGTGACGACTTG        | forward primer in ORF71178 |
| 72,729rv | 5'-AGCGCCGCCGTTCTTCAT        | reverse primer in ORF72295 |
| 73,079fw | 5'-ACCGCCGTGTTCCAGTCC        | forward primer in ORF73029 |
| 73,558rv | 5'-TGGTCGTTTCATGGTCTGGT      | reverse primer in ORF73029 |
| 73,850fw | 5'-GCTGCTCACACTGGCTGG        | forward primer in ORF73676 |
| 74,073rv | 5'-AGCGTGTAGCGACCGTAG        | reverse primer in ORF73676 |
| 74,480fw | 5'-CAACTGGCACAGGTTCGATC      | forward primer in ORF74436 |
| 75,257rv | 5'-TCAGGCGAGCATTGACGGT       | reverse primer in ORF74436 |
| 75,561fw | 5'-TGACCTGCCTTGAAGTATG       | forward primer in ORF75419 |
| 77,638rv | 5'-CGAGCAGTTCGCCCTGTA        | reverse primer in ORF75419 |
| 77,974fw | 5'-CTCGTCGTCAAAGGTGACA       | forward primer in ORF77798 |
| 79,441rv | 5'-TCCAGTCCCTGCTCGTCG        | reverse primer in ORF78972 |
| 79,742fw | 5'-CACTTCACTTCAACCCGCA       | forward primer in ORF79699 |
| 81,445rv | 5'-CAGCTCCGCGTCCCTTGAC       | reverse primer in ORF80908 |
| 81,726rv | 5'-CAGATTGGTCGGCAGCGAT       | reverse primer in ORF81655 |
| 81,825fw | 5'-GTCTATCCGACGAGCCAG        | forward primer in ORF81655 |
| 82,048fw | 5'-TCGGTACTTCGACACCATC       | forward primer in ORF81655 |
| 82,396rv | 5'-GTCGAAGTAGCGGTAAGTG       | reverse primer in ORF81655 |
| 83,367fw | 5'-TGCTTCTGCGGCGACTGA        | forward primer in ORF83350 |
| 83,834rv | 5'-CGAATCTTCAGGCTGGTC        | reverse primer in ORF83350 |
| 84,368fw | 5'-CTTGTCGTTGGAGGTCGTG       | forward primer in ORF84338 |
| 84,409rv | 5'-GCAAGATGCGGGTGAATAC       | reverse primer in ORF84338 |
| 85,145fw | 5'-CAGGTGCACGGGATTTAC        | forward primer in ORF84835 |
| 85,560rv | 5'-ACACGCGGTACTTGAACGA       | reverse primer in ORF84835 |
| 86,049fw | 5'-GCGACATTGACGACTACGAA      | forward primer in ORF85934 |
| 86,842rv | 5'-ACAGGTTCAAGTGCCATTCC      | reverse primer in ORF86310 |
| 87,213fw | 5'-GGCATCAACGACGAGCATT       | forward primer in ORF87127 |
| 87,827rv | 5'-GAGAAAGTGAGCGGAGCCA       | reverse primer in ORF87127 |

|           |                                  |                                                                        |
|-----------|----------------------------------|------------------------------------------------------------------------|
| 88,241fw  | 5'-CACCCGTGAAGGTCTGAAC           | forward primer in ORF87986                                             |
| 88,595rv  | 5'-AGAGGCTTGCTGGGACAT            | reverse primer in ORF88400                                             |
| 89,435fw  | 5'-GAGGAAACGATGTGCTTCA           | forward primer in ORF89247                                             |
| 89,476rv  | 5'-CGGTCTTGCTTGGTGATGT           | reverse primer in ORF89247                                             |
| 89,850fw  | 5'-CGCTACAAGGCAATCGGC            | forward primer in ORF89746                                             |
| 91,170rv  | 5'-GGTAACGATGGGCGAGCA            | reverse primer in ORF89746                                             |
| 91,991fw  | 5'-TGGTCGTGCAGTCGTTAC            | forward primer in ORF91884                                             |
| 95,156rv  | 5'-GCATGAAGGCTTCCTGTTGCAGG       | reverse primer in inrR                                                 |
| 95,677rv  | 5'-CCAGGCTCAATGCTGCGGGTA         | reverse primer in ORF95213                                             |
| 95,790rv  | 5'-TCGCTGTACGGGTCGTCTTGCTC       | reverse primer in ORF95213                                             |
| 99,484rv  | 5'-TCTCCGACCAGAGTTCACGC          | reverse primer in ORF98147                                             |
| 99,896rv  | 5'-CGGTCGAGCTGGTGTAGAT           | reverse primer in ORF99792                                             |
| 99,914fw  | 5'-ATCTACACCAGCTCGACCG           | forward primer in ORF99792                                             |
| 99,965rv  | 5'-TGACGTGCCAGCCTTCGC            | reverse primer in ORF99792                                             |
| 100,162fw | 5'-AGCCGCTCTCGACACCATG           | forward primer in ORF100033                                            |
| 100,501rv | 5'-GGCCATCTCCAGCAAGAC            | reverse primer in ORF100033                                            |
| 100,883rv | 5'-GTCGAGATGATGGATACAAC          | reverse primer in ORF100033                                            |
| 101,142rv | 5'-GGTAGTACAGGTATCTGCGA          | reverse primer in ORF100952                                            |
| 101,161fw | 5'-TCGCAGATACCTGTACTACC          | forward primer in ORF100952                                            |
| 101,169rv | 5'-TTTTTGGATCCGTCACTCCTGAACGCTCA | reverse primer in intergenic region between<br>ORF100952 and ORF101284 |
| 101,277fw | 5'-TTTTTCTGCAGCAAGCCCGAATCTGCGGT | forward primer in intergenic region between<br>ORF100952 and ORF101284 |
| 101,403fw | 5'-CAGGAGGCTATCGCTACC            | forward primer in ORF101284                                            |

**Table S3.** Description of RNA probes for Dot Blot hybridization

| Probe Name  | Localisation      | Size | Primer Name and Sequence                                |
|-------------|-------------------|------|---------------------------------------------------------|
| integrase   | 1,887 - 2,173     | 286  | 2,173rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 1,887fw:     |
| ORF52710    | 52,745 - 53,082   | 337  | 53,082rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 52,745fw:   |
| ORF53587    | 54,608 - 54,840   | 232  | 54,608rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 54,840fw    |
| ORF59888    | 61,503 - 61,820   | 317  | 61,503rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 61,820fw    |
| ORF65513    | 65,514 - 65,829   | 315  | 65,514rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 65,829fw    |
| ORF67800    | 67,842 - 68,203   | 361  | 68,203rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 67,842fw    |
| ORF68987    | 70,487 - 70,944   | 457  | 70,487rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 70,944fw    |
| ORF73029    | 73,362 - 73,640   | 278  | 73,362rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 73,640fw    |
| ORF75419    | 75,961 - 76,272   | 311  | 75,961rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 76,272fw    |
| ORF81655    | 81,726 - 82,048   | 322  | 81,726rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 82,048fw    |
| ORF83350    | 83,358 - 83,717   | 359  | 83,358rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 83,717fw    |
| ORF84835    | 84,867 - 85,145   | 278  | 84,867rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 85,145fw    |
| ORF87986    | 88,033 - 88,241   | 208  | 88,033rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 88,241fw    |
| ORF89746    | 90,898 - 91,187   | 289  | 90,898rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 91,187fw    |
| ORF91884    | 92,115 - 92,675   | 560  | 92,115rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 92,675fw    |
| <i>inrR</i> | 94,886 - 95,204   | 318  | 94,886rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 95,204fw    |
| ORF96323    | 97,097 - 97,556   | 459  | 97,097rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 97,556fw    |
| ORF98147    | 98,203 - 98,528   | 325  | 98,203rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 98,528fw    |
| ORF100033   | 100,036 - 100,162 | 126  | 100,036rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 100,162fw  |
| ORF100952   | 100,952 - 101'161 | 209  | 100,952rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 101,161fw  |
| ORF101284   | 101'444 - 101'788 | 344  | 101,444rv-T7P: 5'-CTAATACGACTCACTATAGGGAGA / 101,788fw: |

How the deposited data were processed for this re-analysis (not part of the article)

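Total RNA of P. knackmussii B13 from 3 exponential-phase and 3 stationary-phase samples of cultures on 3-chlorobenzoate was labelled as Cy3 cDNA and hybridized to 6 arrays. The authors deposited the Feature Extraction files, whose processed signal is an intensity after background subtraction and detrending within the array, with the median intensity of each spot and of its local background and flags of 0 or 1 that mark outliers, saturation and signals well above background. The files name version 10.5.1.1 of the software. The authors also deposited a table of log2 signals, which the paper's methods describe as made with the RMA algorithm and quantile normalization. Each column of this table correlated with the log2 signal of its own array (Pearson's r from 0.9972 upward, over 1120 rows) more closely than with that of any other array. Every column has the same median of 6.14 and the same range from 1.69 to 16.96. The scale is therefore log2 and the direction is that of signal, while any centring stays unknown.

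The main values were computed from the processed signal. Outlier spots and control spots were left out, signals were quantile normalized over the 6 arrays with limma version 3.58.1 in R version 4.3.3, and the log2 signals of the 6 spots per probe were averaged. A probe counted as well above background on an array when at least 3 of its spots did. Values of transcripts, ORFs and windows of 5 kb are means over their probes, and differences are stationary minus exponential. Probes were assigned to transcripts from the start of the first to the end of the last ORF in Table S1. The core was taken as position 50000 to 102843. The 10 probes beyond it were kept among the probes of ICEclc. The limma models had the growth phase as their only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, over 959 probes, 17 transcripts, 59 ORFs, 20 windows and 48 variable-region genes separately. The gene intB13 was counted among the transcripts and the ORFs and not among the variable-region genes. Because limma pools the spread over features, its adjusted p can be far below the 0.1 that an exact test of 3 arrays against 3 allows.

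Slopes were least-squares fits on each array, tested with 100000 permutations of probe positions. Breakpoints were examined with lines over 3 kb on either side and compared with the same fits every 500 bp. Local background was the median of plus-strand probes outside ORFs within 5 kb. These analyses used Python version 3.11.15 with numpy version 2.4.6, scipy version 1.17.1 and pandas version 2.3.3, and the plot was drawn with matplotlib version 3.10.9. The comparison of phases was tested on simulated data for 959 probes with 200 changed, of which 198 were recovered, 0 with the wrong sign, and 6 unchanged probes were called. The changes were added after normalization, and 760 of the 959 real probes passed the threshold. That simulation therefore does not test the effect of the scaling. The fits along position were also tested on simulated data, with a largest error of 0.058 log2 per kb for slopes and 0.057 for the gap. These signals were simulated at the assigned midpoints, so the errors leave out the unknown probe positions.

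The named items were fixed by a rule: every transcript of Table 1, every ORF named in the paper's array text, the 3 ORFs of the core with the largest rise and the 3 with the largest fall, the 3 variable-region windows with the largest rise and the 3 with the largest fall, and the 5 plus-strand core probes with the highest stationary mean. Only 2 windows rose past the threshold. The values in Table 1 and Figure 4 had been seen before the rule was written.

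The alternatives were no normalization, scaling to the 75th percentile, centring on the 101 probes outside ICEclc, normexp background correction with an offset of 50, RMA background correction with median polish, median polish or the median over spots, the authors' log2 table, leaving out dim probes, keeping outlier spots, the replicate number as a block, each array left out in turn, and the trend option of eBayes. Others concerned the assignment of probes, the median over probes, Theil-Sen slopes and window sizes. The files lack mean spot intensities, so normexp used the deposited median intensities. Leaving out saturated probes was not run because 0 spots were saturated, and a block for slide or scan could not be fitted because there was 1 of each. The dot-blot, Northern and RT-PCR experiments have no deposited files and were not analysed.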

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

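All tests of explanations in this part were chosen after the results were seen, and the windows themselves were fixed by the rule set before the data were examined.

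The paper reports on the variable region, below position 50000, only for intB13. In windows of 5 kb per strand, 2 of 20 windows were higher and 17 lower in stationary phase at an adjusted p below 0.05 from limma, against 8 higher and 7 lower after centring on the probes outside ICEclc. Of 10 splits of the 6 arrays into 3 and 3, 1 gave as many windows past the threshold, the real one. The same holds for the variable-region genes with intB13 left aside, where 48 of 48 were lower and 0 higher with limma, also at an unadjusted p below 0.05 (1 of 10 splits). After the same centring 33 of these genes were lower and 6 higher. With 10 splits the smallest share possible is 1 of 10, so that chance cannot be excluded at the 0.05 level by this count.

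The minus-strand windows from 10 to 15 kb and from 5 to 10 kb, which hold clcA, clcB, clcD and clcE for chlorocatechol degradation, had signal in exponential phase above that in stationary phase and changed by -6.53 and -4.53. The 5 genes named clc in the files changed by a median of -7.14, with the smallest fall, of -3.61, for clcR on the plus strand. Without normalization this median was -7.10, and after centring on the probes outside ICEclc -5.19, so neither quantile normalization nor this choice of scaling accounts for the fall of this median. Of the 43 other variable-region genes, whose median change was -2.58, 1 fell as much as the clc median, ORF10938. The median of the 4 minus-strand clc genes differed from that of the other genes by -4.60. Each of the 4, at -6.65 to -7.27, lay below the median of -2.58 by more than the SD of 1.28 over the other genes. After centring the median change of minus-strand variable-region probes was 0.06, with 113 of 231 lower. These probes include those outside genes. Of the variable-region genes on both strands, 33 of 48 were lower and 6 higher under that scaling, so a general fall of the genes is not excluded. A general fall of the size seen in the other genes does not account for the size of the fall of the 4 minus-strand clc genes. For clcR the difference was -1.03, within that SD, so its fall cannot be told apart from a general one, since it is 1 gene. The growth phase, and with it the use of 3-chlorobenzoate, stays open as a biological explanation and was not tested.

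The plus-strand window from 0 to 5 kb rose by 0.91. Without the probes of intB13, which the paper discusses, it changed by -1.14, so intB13 alone is consistent with the rise of this window.

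The plus-strand window from 5 to 10 kb rose by 0.70, but by 0.30 without normalization, which was not past the threshold. Its last kb, singled out after its values were seen, rose by 3.14 over 8 probes. The kb before it rose by 0.79 and the 2 after it by 1.54 and 1.15, and all of these rose under each scaling. Of the 8 probes, 7 were higher past the threshold of limma, which argues against cross-hybridization of a single probe. The minus-strand probes at the same place changed by -7.14, which argues against second-strand cDNA of the sense transcript, and the interval rose by 2.83 without normalization. Cross-hybridization of several probes with another RNA stays open, and a plus-strand transcript in stationary phase may be a hypothesis, which these data do not test.

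The plus-strand window from 30 to 35 kb changed by -2.84. It changed by -2.85 without normalization and by -0.94 after centring on the probes outside ICEclc, beyond the replicate SD of 0.28, so the fall is not accounted for by either choice. How large it is does depend on the scaling. A biological explanation by growth phase was not tested.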

How the results depend on the processing

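The alternatives were chosen before the data were examined, except the row of the slide as a block, the scanner's ceiling on signals, the placement of probes by their index and the slope of the difference between phases. These and the splits of the arrays were chosen only after the results were seen.

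Of the 17 transcripts, 15 kept their direction and their side of the threshold under every alternative chosen beforehand that was run for them. So did 15 of 19 named ORFs and 4 of 5 named windows. The trend option of eBayes was run for probes only. Across all alternatives the change of ORF50240 ranged from 1.39 to 3.65 and that of ORF83350-84835 from 5.70 to 8.75. With each array left out in turn, 297 to 302 probes were higher and 447 to 458 lower, 15 transcripts were higher and 2 lower, and 55 ORFs were higher and 3 lower. For each of probes, transcripts, ORFs, windows and variable-region genes, 1 of 10 splits of the arrays into 3 and 3 gave as many past the threshold, the real one, and since 1 of 10 is the smallest share possible, chance cannot be excluded at the 0.05 level by this count.

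Centring on the probes outside ICEclc changed most of what did change, and the cause was not tested. Under it 637 probes of ICEclc were higher and 184 lower, 0 transcripts and 0 ORFs were lower, 8 windows were higher and 7 lower, and 6 variable-region genes were higher and 33 lower. Among core minus-strand probes 4 were lower, and among core plus-strand probes 186 were higher and 9 lower, against 29 and 98 in the main processing. The changes of the transcripts 52324-53196 and 67800 became 0.90 and 0.48, that of ORF52324 0.90, that of ORF52710 0.38, which was not past the threshold, and that of ORF67800 0.48. ORF53196, unchanged in the main processing with 0.05, rose past the threshold by 2.45 under it, by 0.54 without normalization and by 0.77 with the 75th percentile. Of the 5 brightest plus-strand core probes, those in the intervals starting at 90001, 79001, 74001 and 95001 changed by 1.23, 1.87, 0.99 and 1.66. The probe starting at 79001 changed by 0.19 with the 75th percentile and by -0.04 without normalization, neither past the threshold. Without normalization, 1 window and 10 core plus-strand probes were higher, and with the 75th percentile 14 core plus-strand probes were higher. With windows of 2 kb, which number more, 4 were higher and 45 lower.

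The number of transcripts whose signal decreased significantly in stationary phase was 3 instead of 6 for the slope of the difference between phases, and the slopes of 59110-62755, 85934-88400 and 91884-95213 became -1.12, 0.26 and 0.31. Those of 74436-81655 and 53587-58432 became -0.19 and -0.24 and lost their significance, as did the rise of 4.80 along 89247-89746, while 100033-101284 rose significantly, by 2.38. With Theil-Sen slopes that of 85934-88400 became 0.05. With the first probe of a feature at the higher coordinate, 0 transcripts rose significantly in stationary and 1 in exponential phase. With it at the lower coordinate, 1 fell significantly in exponential phase. The call for 91884-95213, with an adjusted p of 0.0485, was lost without stationary replicate 1, where the slope was -0.33.

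Breakpoint values depended on the window, since windows of different size hold different features and run past transcript ends. Downstream of ORF84835/ORF85934, 3 kb takes in 3 probes from 82573 to 83349, beyond ORF83350, with a mean log2 signal of 8.28 in stationary phase. With 5 kb ORF81655, at 16.61, enters as well. How much each feature contributes was not tested. At ORF62755/ORF63176 the gap was -0.14 with 2 kb and 2.86 with 5 kb on either side, and the slope change -1.05 and 0.67. At ORF84835/ORF85934 the gap was -2.26 and 2.27 and the slope change -1.09 and -0.35. At ORF73676/ORF74436 the gap was -1.77 and -1.02 and the slope change 0.32 and -0.20. At ORF91884/ORF94175 the slope change with 5 kb was -0.87, and with 2 kb no fit could be made. With normexp, the gaps at the first 3 were -0.59, -4.03 and -1.47 and the slope changes at ORF62755/ORF63176, ORF84835/ORF85934 and ORF91884/ORF94175 were -0.35, -2.30 and -2.27. With RMA background correction and median polish the gaps at ORF84835/ORF85934 and ORF73676/ORF74436 were -4.20 and -1.55. Without normalization, with the 75th percentile and with centring on the probes outside ICEclc, the slope change was -1.20 at ORF73676/ORF74436 and -3.07 at ORF91884/ORF94175. Without dim probes the latter was -2.63.

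The difference between strands in the core was -0.61 in exponential and -6.01 in stationary phase without normalization, with the 75th percentile and with centring, which add 1 constant per array. It was -0.25 and -3.74 with normexp, and 0.00 and -4.80 without dim probes. Leaving out dim probes kept 233 of 236 minus-strand but 173 of 240 plus-strand probes, so the 0.00 does not compare the strands in exponential phase. Without dim probes ORF67800 exceeded its local background in stationary phase by 2.18, no longer past the threshold. The median change of host gene probes was -1.11 in the main processing, -1.51 without normalization, 0.39 with centring and -0.61 with normexp. That of the 8 negative control probes was 0.26 in the main processing, -0.50 without normalization, -0.26 with the 75th percentile and 1.41 with centring. With 74.9% of spots well above background on the weakest array, dim probes limit these comparisons.

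The arrays share replicate numbers, but deviations from the phase means of arrays with the same number had correlations of 0.02, 0.11 and -0.11 over probes. This gave no sign that the numbers pair the arrays. With the replicate block, 304 probes were higher and 462 lower, 15 transcripts were higher and 2 lower, and 55 ORFs were higher and 3 lower.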

Differences from the paper's values

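The values in Table 1 of the paper carry an error whose kind the paper does not name. Of 16 values compared, 13 lay within the larger of that error and the replicate SD, and all 16 had the paper's sign.

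For ORF67800 the change was -1.29, where the paper's value is -0.9. Of the alternatives set before the data were examined, normexp background correction, with -1.03, was within the paper's error, and the other 18 were not. For ORF89247-89746 the change was 4.57, where the paper's value is 2.2. The difference lay within the paper's error with normexp background correction, at 3.58, and with the median over probes, at 3.07, and not under the other 17. For ORF100033-101284 the change was 3.04, where the paper's value is 2.0, and none of the 19 alternatives brought it within the error, the lowest value being 2.53 with normexp. Of the ORFs in it, ORF101284, the only one that Table S1 lists under this transcript, was 3.22-fold higher in stationary phase (6 probes), while ORF100033 was 21.8-fold (5 probes) and ORF100952 38.9-fold higher (1 probe).

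The largest fold change of a transcript between ORF50240 and ORF81655 was 110, for ORF66625-67231, where the paper's value is 64. With the exponential-phase signals near background raised to a floor, chosen after the values were seen, it was at least 89.5, below the 93.5 of ORF74436-81655, so which transcript changed most is not established, and both lie within 1.5 times of the paper's value. With normexp it was 68.1, for ORF74436-81655, and the other 18 alternatives kept the difference. With the parts of the long transcript together, 13 of 15 core transcripts were higher in stationary phase on the arrays, where the paper's value is 8 of 15, given without naming the method or threshold. The paper's count may also rest on its dot blots, so the 2 counts may not measure the same. None of the 19 alternatives gave a count within 1.5 times of it.

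The paper describes an abrupt change of slope around the breakpoint between ORF62755 and ORF63176 and none between ORF73676 and ORF74436. With 3 kb on either side the slope change was -0.45 at the first and -0.96 at the second, where the fits leave out the 1 probe between the ORFs. Downstream of the first, 12 of the 13 probes share the midpoint of ORF59888, so the 1 probe of ORF62755 sets that slope. The fit with 3 kb therefore cannot decide whether the slope changes abruptly there. Both were below the median size of 1.28 along the core. With 5 kb on either side they were 0.67 and -0.20, and with 2 kb -1.05 and 0.32, both in the order the paper describes. Between ORF84835 and ORF85934 the slope change was -2.41 with 3 kb, above that median in size, but -1.09 with 2 kb and -0.35 with 5 kb.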

Other observations

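The tests of explanations in this part were chosen only after the results were seen, whereas the choice of the 5 plus-strand probes was made before the data were examined.

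Core plus-strand probes changed by a median of -0.22 from exponential to stationary phase. Without normalization the median was -0.77, beyond the replicate SD of 0.42, so quantile normalization does not account for the lower signal. After centring on the probes outside ICEclc it was 1.14. The 8 negative control probes, whose target genes are absent from the strain, changed by a median of 1.41 under this centring. Their median was 0.26 in the main processing and -0.50 without normalization. The core plus strand was below these controls each time, but they are few, with replicate SDs of 0.50, 0.24 and 0.57 in this order. A fall of the plus strand therefore cannot be told apart from the choice of the scaling reference. Across 45 plus-strand intervals of the core, which are not independent replicates, the plus-strand and minus-strand changes had a Spearman rho of -0.03 (permutation p = 0.83, adjusted p = 0.83 over 2 correlations) and a Pearson r of 0.08 (permutation p = 0.601, adjusted p = 0.83). This gave no sign of second-strand cDNA following the minus-strand transcripts but is too weak to exclude it.

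The probe between ORF73676 and ORF74436 changed by -2.19 (SE 0.28, adjusted p = 5.1e-05 from limma). It was well above background on 3 of 3 exponential-phase arrays, which argues against a probe that does not hybridize, but on 1 of 3 stationary-phase arrays, so that the size of the fall is uncertain. Processing of the mRNA at the gap, which the paper proposes, may lower the signal of such a probe, but the gap holds 1 probe, and it fell, so this cannot be told apart from a property of that probe. The single minus-strand probe between ORF58432 and ORF59110, also singled out after its values were seen, changed by -3.11 (SE 0.23).

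The 14 rises in Table 1 were larger here than in the paper by a mean of 0.69. With signals limited to the scanner's ceiling the mean excess was 0.67, above the replicate SD of 0.13, so this ceiling does not account for it. With normexp and its offset of 50 the mean was -0.40, below the paper's values, so a background offset of another size may account for the excess, which was not tested. The authors' deposited log2 table gave the same mean excess of 0.69, with 14 of 14 larger than in Table 1. For intB13, at 3.11 against 3.1, the difference was below the paper's rounding. The mean excess thus does not arise from the normalization used here.

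The 5 plus-strand core probes with the highest stationary mean lay in the intervals from 90001 to 91000, 79001 to 80000, 74001 to 75000 and 95001 to 96000 and in ORF53196. Their changes were -1.53, -0.60, -1.58, -0.74 and 0.05. With the 75th percentile none of the 4 falls was past the threshold, at -0.44, 0.19, -0.68 and -0.01. After centring on the probes outside ICEclc the 4 probes rose, as did the negative control probes, by a median of 1.41. Without normalization the probes from 79001 to 80000 and from 95001 to 96000 were also not past the threshold, at -0.04 and -0.25. The latter was also not past it without exponential replicate 3, at -0.57, and without stationary replicate 3, at -0.43.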
